# Canonical Notch signaling controls the early thymic epithelial progenitor cell state and emergence of the medullary epithelial lineage in fetal thymus development

**DOI:** 10.1242/dev.178582

**Published:** 2020-06-22

**Authors:** Dong Liu, Anastasia I. Kousa, Kathy E. O'Neill, Paul Rouse, Martyna Popis, Alison M. Farley, Simon R. Tomlinson, Svetlana Ulyanchenko, Francois Guillemot, Philip A. Seymour, Mette C. Jørgensen, Palle Serup, Ute Koch, Freddy Radtke, C. Clare Blackburn

**Keywords:** Thymus, Thymic epithelial cell, Stem cell, Progenitor cell, Lineage divergence, Differentiation, Cell fate regulation, Notch signaling

## Abstract

Thymus function depends on the epithelial compartment of the thymic stroma. Cortical thymic epithelial cells (cTECs) regulate T cell lineage commitment and positive selection, while medullary (m) TECs impose central tolerance on the T cell repertoire. During thymus organogenesis, these functionally distinct sub-lineages are thought to arise from a common thymic epithelial progenitor cell (TEPC). However, the mechanisms controlling cTEC and mTEC production from the common TEPC are not understood. Here, we show that emergence of the earliest mTEC lineage-restricted progenitors requires active NOTCH signaling in progenitor TEC and that, once specified, further mTEC development is NOTCH independent. In addition, we demonstrate that persistent NOTCH activity favors maintenance of undifferentiated TEPCs at the expense of cTEC differentiation. Finally, we uncover a cross-regulatory relationship between NOTCH and FOXN1, a master regulator of TEC differentiation. These data establish NOTCH as a potent regulator of TEPC and mTEC fate during fetal thymus development, and are thus of high relevance to strategies aimed at generating/regenerating functional thymic tissue *in vitro* and *in vivo*.

## Abstract (precis)

**Summary:** Notch signaling regulates the initial emergence of medullary thymic epithelial sublineage, implicating Notch in the maintenance of primitive thymic epithelial progenitors and uncovering its cross-interaction with Foxn1.

## INTRODUCTION

In the thymus, thymic epithelial cells (TECs) are the essential stromal component required for T lymphocyte development (Manley et al., 2011; Ritter and Boyd, 1993). Two functionally distinct TEC subsets, cortical (c) TECs and medullary (m) TECs, exist and are found in the cortex and the medulla of the organ, respectively. Thymocytes migrate in a highly stereotypical fashion to encounter cTECs and mTECs sequentially as T cell differentiation and repertoire selection proceeds (Anderson and Takahama, 2012; Klein et al., 2014). Broadly, cortical thymic epithelial cells (cTECs) regulate T cell lineage commitment and positive selection, while medullary (m) TECs impose central tolerance on the T cell repertoire (Abramson and Anderson, 2017). The crucial role for mTEC in tolerance induction depends on expression of autoimmune regulator (AIRE), which regulates promiscuous expression of numerous otherwise tissue-restricted genes, and on AIRE-independent mechanisms that may in part be regulated by FEZF2 (Abramson and Anderson, 2017; Anderson and Su, 2016; Anderson et al., 2002; Fujikado et al., 2016; Kyewski and Peterson, 2010; Takaba et al., 2015; Yang et al., 2015).

cTECs and mTECs originate from endodermal progenitor cells (thymic epithelial progenitor cells; TEPCs) that are present in the thymic primordium during its initial generation from the third pharyngeal pouches (3PPs) (Gordon et al., 2004; Le Douarin and Jotereau, 1975; Rossi et al., 2006). Several studies have shown that, during development, both cTECs and mTECs arise from cells expressing markers associated with mature cTECs, including CD205 and β5t (Baik et al., 2013; Ohigashi et al., 2013), while clonal analyses have shown that a bipotent TEPC can exist *in vivo* (Bleul et al., 2006; Rossi et al., 2006). Based on these observations, a serial progression model of TEC differentiation has been proposed (Alves et al., 2014). This suggests that fetal TEPCs exhibit features associated with the cTEC lineage and that additional cues are required for mTEC specification from this common TEPC. Identification of cTEC-restricted sub-lineage specific progenitor TECs in the fetal thymus has proved elusive, owing to the shared expression of surface antigens between this presumptive cell type and the presumptive common TEPC (Alves et al., 2014; Baik et al., 2013; Shakib et al., 2009), although cTEC-restricted progenitors clearly exist in the postnatal thymus (Ulyanchenko et al., 2016). In contrast, the presence of mTEC-restricted progenitors has been detected from day 13.5 of embryonic development (E13.5) (Rodewald et al., 2001). In the fetal thymus, these mTEC progenitors are characterized by expression of claudins 3 and 4 (CLDN3/4), and SSEA1 (Hamazaki et al., 2007; Sekai et al., 2014). Receptors leading to activation of the nuclear factor kappa-light-chain-enhancer of activated B cells (NF-κB) pathway, including lymphotoxin-β receptor (LTβR) and receptor activator of NF-κB (RANK), are known to regulate the proliferation and maturation of mTEC through crosstalk with T cells and lymphoid tissue inducer cells (Boehm et al., 2003; Hikosaka et al., 2008; Rossi et al., 2007); recently, a hierarchy of intermediate progenitors specific for the mTEC sublineage has been proposed based on genetic analysis of NF-κB pathway components (Akiyama et al., 2016; Baik et al., 2016). Additionally, histone deacetylase 3 (HDAC3) has emerged as an essential regulator of mTEC differentiation (Goldfarb et al., 2016), and a role for signal transducer and activator of transcription 3 (STAT3) signaling has been demonstrated in mTEC expansion and maintenance (Lomada et al., 2016; Satoh et al., 2016). Despite these advances, the molecular mechanisms governing the emergence of the earliest cTEC- and mTEC-restricted cells in thymic organogenesis are not yet understood (Hamazaki et al., 2007).

NOTCH signaling has been extensively studied in the context of thymocyte development (Shah and Zúñiga-Pflücker, 2014), and is also implicated as a regulator of TECs. Mice lacking the Notch ligand JAGGED 2 showed reduced medullary areas (Jiang et al., 1998), while B cells overexpressing another Notch ligand, Delta like 1 (DLL1), induced organized medullary areas in a reaggregate fetal thymic organ culture (RFTOC) system (Masuda et al., 2009). In contrast, in adult thymic epithelium NOTCH activity appeared to reside in a minor subpopulation of cTECs, while its TEC-specific overexpression reduced TEC cellularity and led to an imbalance between mature and immature mTECs, suggesting that NOTCH signaling might inhibit mTEC lineage development (Goldfarb et al., 2016). Overall, these results suggest that NOTCH has complex effects in TECs, but the stage(s) at and mechanism(s) through which NOTCH influences TEC development have not yet been determined.

We have addressed the role of NOTCH signaling in early TEC differentiation using loss- and gain-of-function analyses. Our data establish, via genetic ablation of NOTCH signaling in TECs using *Foxn1^Cre^;Rbpj^fl/fl^* and *Foxa2^Cre^;dnMAML* mice, and via fetal thymic organ culture (FTOC) in the presence of a NOTCH inhibitor, that NOTCH signaling is required for the initial emergence of mTEC lineage cells, and that NOTCH is required earlier than RANK-mediated signaling in mTEC development. They further show that NOTCH signaling is permissive, rather than instructive, for mTEC specification, as TEC-specific overexpression of the Notch intracellular domain (NICD) in fetal TEC dictated an undifferentiated TEPC phenotype rather than uniform adoption of mTEC characteristics. Finally, they uncover a cross-regulatory relationship between NOTCH and FOXN1, the master regulator of TEC differentiation. Collectively, our data establish NOTCH as a potent regulator of TEPC and mTEC fate during fetal thymus development.

## RESULTS

### Early fetal mTECs exhibit high NOTCH activity

To begin to understand how NOTCH signaling affects thymus development, we first investigated the expression of NOTCH ligands and receptors in TECs during early organogenesis, via RT-qPCR of E10.5 3PP cells and defined E12.5 to E14.5 TEC populations separated on the basis of EPCAM (which marks TECs), PLET1 (which marks the founder cells of the thymic epithelial lineage, is progressively downregulated with differentiation in most fetal TECs, and is also expressed in some postnatal mTECs and in a minor TEC progenitor subpopulation able to generate cTECs and mTECs upon transplantation; Depreter et al., 2008; Nowell et al., 2011; Ulyanchenko et al., 2016) and UEA1 (which marks mTECs) expression as appropriate (Fig. 1; for gating strategies see Fig. S1).

**Fig. 1.**
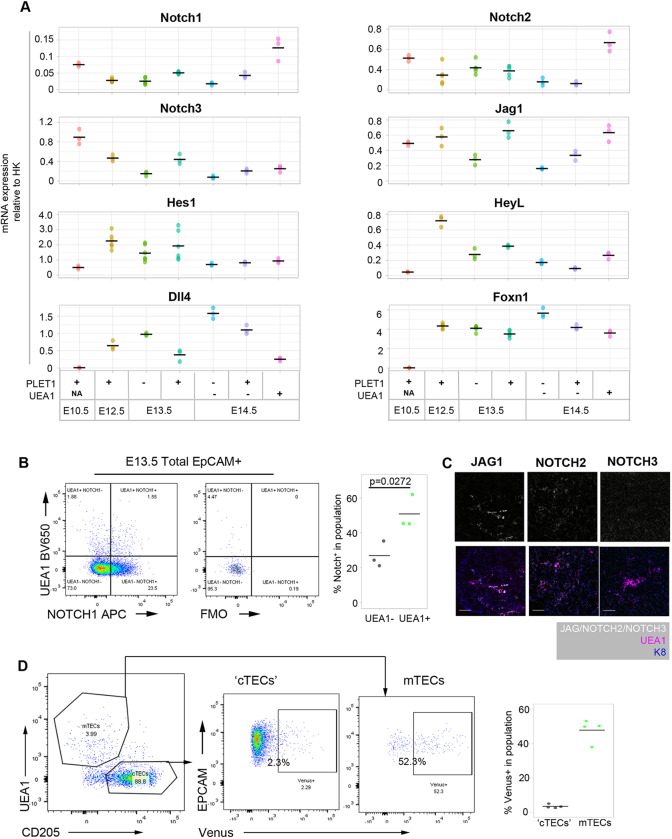
**Expression of Notch pathway components in thymus organogenesis.** (A) Plots show RT-qPCR analysis of Notch receptor, ligand and target expression from E10.5 to E14.5 in cell populations of the phenotypes shown. (B) Representative flow cytometry plots of Notch1 expression in E13.5 TECs, split by expression of UEA1. (C) Single images of JAG1, Notch2 and Notch3, and co-staining with the mTEC marker UEA1 and epithelial marker K8 on sections of E14.5 thymus primordium. Scale bars: 50 μm. (D) Left: representative profile of E14.5 CBF1:H2B-Venus thymi, gated on EPCAM^+^ epithelial cells. Cell suspension was stained with the mTEC marker UEA1 and the cTEC/progenitor (‘cTEC’) marker CD205. Middle: proportion of ‘cTECs’ and mTECs showing the expression of Venus. Right: quantitation of the percentage of Venus expression in E14.5 ‘cTEC’ and mTEC populations. (A) *n*=3 (all genes at E10.5 and E14.5, *Notch 3*, *Jag1*, *Heyl*, *Dll4* at E12.5 and E13.5) or 6 (*Notch 1*, *Notch 2*, *Hes1* and *Foxn1* at E12.5 and E13.5). In each case, *n* represents RNA obtained from pooled cells of the phenotype stated from an independent litter of embryos. All data points are shown. (B) Plots shown are representative of *n*=3. Each ‘*n*’ represents cells obtained from pooled thymi from an individual wild-type litter. (C) *n*=3 independent immunohistochemistry analyses. (D) *n*=4. Each ‘*n*’ is an independent E14.5 embryo from the same CBF1:Venus×C57BL6 litter; genotypes were retrospectively confirmed. *P* value in B was calculated using an unpaired two-tailed *t*-test.

*Notch1*, *Notch2*, *Notch3*, *Jagged 1* (*Jag1*) and *Delta like 4 (Dll4*), but no other Notch receptors and ligands, were expressed throughout this time period (Fig. 1). *Notch1* and *Notch2* were significantly enriched in E14.5 UEA1^+^ mTECs compared with all other populations examined. *Notch3* and *Jag1* were more highly expressed in PLET1^+^ and UEA1^+^ TEC than in other TEC subpopulations, with *Notch3* being most highly expressed at E10.5 (Fig. 1A). Of the Notch target genes examined, *Hes1* and *Heyl* showed similar expression patterns to *Notch3* from E12.5. In contrast, and as anticipated, strong expression of the Notch ligand and direct FOXN1 target *Dll4* was initiated at E12.5 (Nowell et al., 2011; Žuklys et al., 2016). At E13.5 and E14.5, *Dll4* was more highly expressed in PLET1^−^ than in PLET1^+^ TECs and was more highly expressed in cTECs than in mTECs, consistent with the *Foxn1* expression pattern and the known expression pattern of *Dll4* in postnatal TECs (Fig. 1A) (Koch et al., 2008). At the protein level, at E13.5 Notch1 was enriched in UEA1^+^ TECs (Notch1^+^ among UEA1^+^, 51.5%±8.4%) compared with UEA1^−^ TECs (24.7%±10.4%) (Fig. 1B). Notch2 and JAG1 were also co-expressed with UEA1 at E14.5, whereas Notch3 was more broadly expressed (Fig. 1C). Furthermore, analysis of the CBF1:H2B-Venus mouse line, which reports Notch signaling (Nowotschin et al., 2013), indicated ongoing or recent NOTCH activity in half of E14.5 UEA1^+^CD205^−^ mTECs compared with only a small minority of cells in the CD205^+^UEA1^−^ ‘cTEC’ population (Fig. 1D). Collectively, these data show that the earliest TECs experience high levels of Notch signaling, while early mTECs remain competent to receive further Notch signals.

### Notch signaling is required for mTEC development

We next addressed the role of Notch in TEC development, by crossing *Foxn1^Cre^* mice (Gordon et al., 2007) to the *Rbpj^fl/fl^* conditional knockout mouse line (Han et al., 2002). This generated mice in which RBP-Jκ was absent from all TECs and at least some cutaneous epithelial cells, rendering these cells unable to respond to Notch signaling (Han et al., 2002). The recombination efficiency of *Foxn1^Cre^* was close to 100% in E14.5 EPCAM^+^ TECs when tested using a silent GFP (sGFP) reporter (Gilchrist et al., 2003) (Fig. S2), and genotyping indicated complete deletion of *Rbpj* in total TECs purified from 4-week-old *Foxn1^Cre^;RBPJ^fl/fl^* thymi (Fig. S2B). Having validated the *Foxn1^Cre^;RBPJ^fl/fl^* model (herein, *Rbpj* cKO), we next analyzed the effect of TEC-specific loss of RBP-Jκ on the postnatal thymus. This revealed a significant proportional and numerical decrease in mTECs in both male and female *Rbpj* cKO mice at 2 weeks of age (Fig. 2A), with cTEC numbers unaffected (Fig. 2B). The decrease in mTEC numbers reflected reduced numbers of MHC class II^hi^ (mTEC^hi^) and MHC class II^lo^ (mTEC^lo^) TECs in males, and of mTEC^hi^ in females (Fig. 2B). This phenotype normalized by 8 weeks of age, after which a second loss of mTEC was observed (Fig. 2C-E). No other RBP-Jκ-dependent thymic phenotypes were observed: T cell development in the *Rbpj* cKO mice was not blocked at any stage, and no difference in any of the intrathymic Treg precursor or Treg populations (CD25^−^FOXP3^+^, CD25^+^FOXP3^−^, CD25^+^FOXP3^+^) (Lio and Hsieh, 2008; Tai et al., 2013) was detected versus controls (Fig. 2F, Fig. S2D). Thus, the thymic phenotype in the *Rbpj* cKO model appeared TEC specific and affected mTECs but not cTECs. We note that the overall number of TECs was higher in females than in males at 2 weeks of age, in keeping with some previous studies of thymus size, albeit in older mice (Aspinall and Andrew, 2001; Gui et al., 2012), and the proportion of mTECs was higher in males due to increased numbers of cTECs in females compared with males (with no sexual dimorphism in mTEC numbers).

**Fig. 2.**
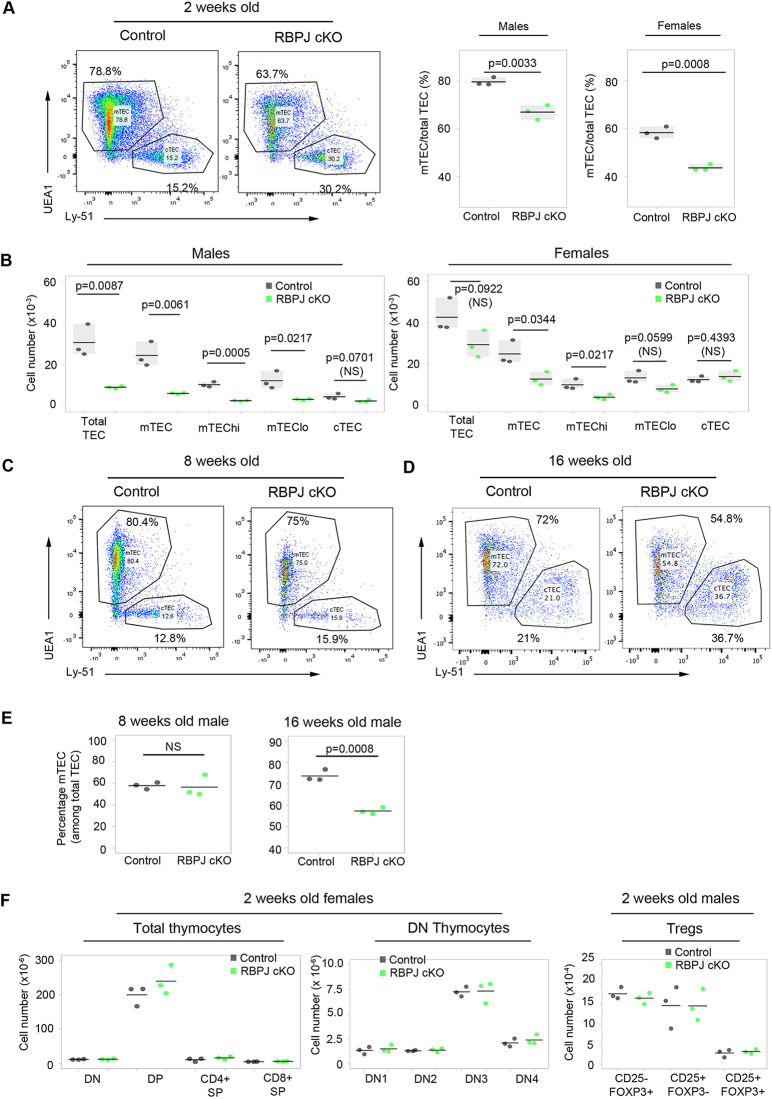
**Loss of *Rbpj* leads to a proportional and numerical reduction of mTECs in postnatal thymus.** (A) Left: representative plots of TEC subset distribution in 2-week-old males. Right: proportion of mTECs among total TECs in 2-week-old males and females. (B) Absolute cell count of total TEC and subpopulations in 2-week-old males (left) and females (right). (C-E) TEC subset distribution in 8- (C,E) and 16- (D,E) week-old males: 78.97±1.56 wild-type 8-week-old mTECs; 78.27±4.98 *Rbpj* cKO 8-week-old mTECs. (F) Left and middle: absolute numbers of thymocyte subsets in 2-week-old females. Right: absolute numbers of CD25^−^FOXP3^−^, CD25^+^FOXP3^−^ and CD25^+^FOXP3^+^ Tregs in 2-week-old males. Tregs were pre-gated as CD4^+^TCRβ^hi^CCR6^−^. (A,B,F) *n*=3 cKO and 3 littermate control mice for male and female. (C-E) 8 weeks, *n*=3 cKO and 3 littermate control male mice; 16 weeks *n*=3 cKO and 3 littermate control male mice from 3 independent litters; results were confirmed in females (not shown). *P* values in pairwise comparisons were calculated using a two-tailed *t*-test.

### Notch acts prior to NF-κB signaling to regulate mTEC lineage progression

To determine whether the *Rbpj* cKO mTEC phenotype arose postnatally or during development, we then analyzed E14.5 control and *Rbpj* cKO thymi using markers characteristic of developing mTECs and cTECs. Fewer K14^+^ and UEA1^+^ presumptive mTECs were present in E14.5 cKO thymi than in littermate controls (Fig. 3A). This indicated that the medullary phenotype was evident by E14.5, 3 days after the onset of Cre expression/*Rbpj* deletion, establishing that Notch signaling is required during emergence of mTEC lineage cells.

**Fig. 3.**
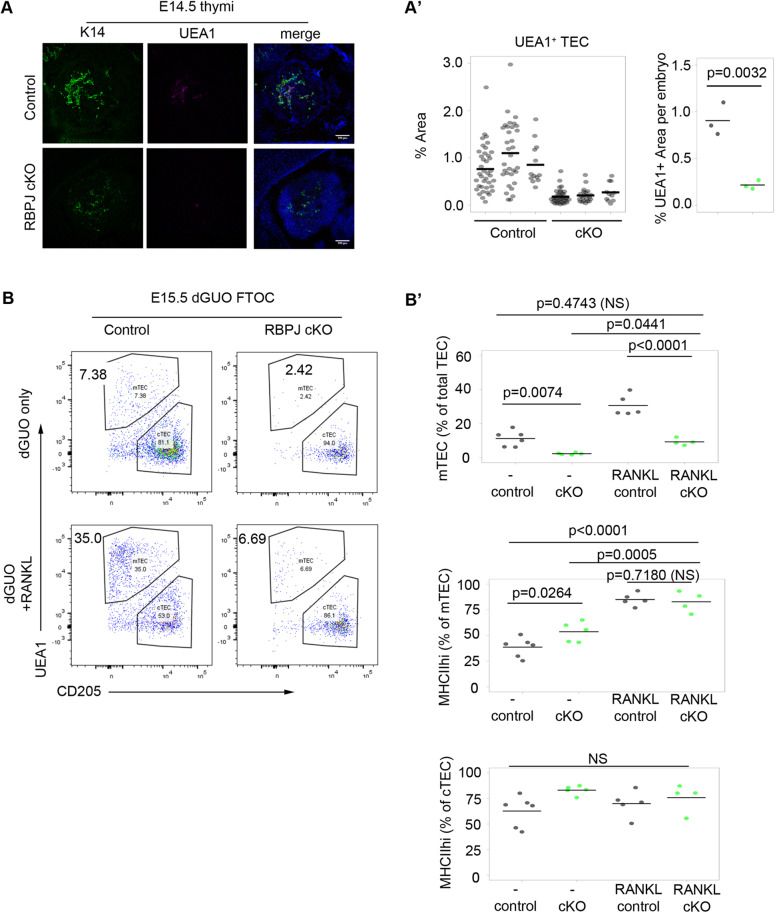
**Notch is required prior to NF-κB signaling in early mTEC development.** (A) Representative transverse sections of embryos of the genotype indicated showing the thymus primordium stained with the mTEC markers K14 and UEA1. DAPI reveals nuclei. (A′) Proportion of pixels in the thymic section (within the outline of DAPI) that stained positive for UEA1. Left plot shows data from each quantified section, grouped by embryo; right plot shows per embryo means from the left plot. (B,B′) E15.5 thymi of the genotypes shown were microdissected and cultured as FTOC for 3 days in dGUO and in the presence of absence of RANKL. (B) Representative plots showing cTEC/mTEC subset distribution after culture. The condition and genotype are as shown. (B′) Quantitation of the percentage of mTECs and the percentage of MHCII^+^ cells in mTEC and cTEC populations. (A,A′) UEA1 images are representative of data collected from 3 cKO and 3 littermate control embryos from 3 separate litters. K14 images are representative of data collected from 4 cKO and 4 control embryos from 4 separate litters. Embryos were snap frozen in OCT. cKO and control embryos were selected for analysis following genotyping. (A′) Left plot: each data point represents a section; right plot, each mean value represents the reconstruction of all thymus-containing sections of an embryo. (B) E15.5 thymi from three litters from a *Foxn1^Cre^;Rbpj^FL/+^*×*Rbpj^FL/FL^* cross were cultured with or without RANKL. Litters were obtained and cultured on different days. Genotypes for each embryo were determined retrospectively. No samples were excluded from the analysis and graphs show all datapoints obtained. For each condition, each *n* represents the thymic lobes from a single embryo; dGuo control, *n*=6; dGuo cKO, *n*=5; RANKL control, *n*=5; RANKL cKO, *n*=4. (A′) *P* values in pairwise comparisons were calculated with a two-tailed *t*-test. (B′) *P* values were calculated using a one-way ANOVA test (two tailed).

The NF-κB pathway ligands RANK ligand (RANKL), lymphotoxin β and CD40L are potent regulators of mTEC development and thymic lympho-epithelial crosstalk (Boehm et al., 2003; Hikosaka et al., 2008). Of these, only RANKL stimulates both proliferation of mTEC and upregulation of the autoimmune regulator (*Aire*). Recent studies have shown that the expression of the RANK receptor and hence responsiveness to RANKL stimulation increases with increasing maturation of mTEC progenitors (Akiyama et al., 2016; Baik et al., 2016; Mouri et al., 2011). To map the requirement for Notch relative to RANK signaling, we turned to the fetal thymic organ culture model (Hare et al., 1999), in an approach similar to that recently used to map the requirements for HDAC3 relative to RANK signaling in mTEC development (Goldfarb et al., 2016). Thus, we cultured E15.5 *Rbpj* cKO and littermate control thymi for 3 days in deoxyguanosine (dGuo)-FTOC conditions (T-cell-depleting FTOC conditions) with or without RANKL. Consistent with the data shown in Figs 2 and 3A, some UEA1^+^ mTEC progenitors arose in the *Foxn1^Cre^Rbpj^fl/fl^* model. Culture of *Rbpj* cKO thymi in RANKL resulted in an approximately threefold proportional increase in mTEC versus unstimulated cKOs and these mTECs displayed a more mature phenotype (MHCII^+^) than controls, indicating that, once generated, these mTEC progenitors respond normally to RANK. Nevertheless, in RANKL-stimulated *Rbpj* cKO thyme, the proportion of mTECs was substantially lower than that in RANKL-stimulated wild-type controls (Fig. 3B,B′), placing the requirement for Notch signaling developmentally upstream of that for RANK. These data establish that Notch signaling acts at an earlier developmental stage than NF-κB signaling to regulate the number of mTEC progenitors and further indicate that, once mTEC progenitors are specified, Notch signaling is dispensable for mTEC differentiation.

### NOTCH signaling is required for specification of the mTEC lineage

The above data would be consistent with Notch regulation of mTEC specification or mTEC progenitor expansion, or both. The *Foxn1^Cre^;Rbpj* cKO model results in deletion of *Rbpj* from around E12.0, with subsequent loss of RBP-Jκ function depending on protein turnover and cell division time. The emergence of mTEC progenitors has, however, been suggested by phenotypic studies to occur independently of FOXN1, possibly at least as early as E10.5 (Hamazaki et al., 2007; Nowell et al., 2011). Thus, the presence of reduced numbers rather than total loss of mTEC progenitors in this model could reflect the relatively late timing of RBP-Jκ deletion, which might allow some mTEC progenitors to emerge prior to loss of Notch signaling-dependent functions in TECs. Therefore, to discriminate between the above models of Notch-mediated regulation of early mTEC development, we determined the effect of blocking Notch signaling in TEC at or prior to mTEC and cTEC lineage divergence. For this, we generated mice in which Notch-mediated transcription is blocked in the developing endoderm before E9.5. We crossed the *Foxa2^T2AiCre^* line with mice carrying the inducible dominant-negative Mastermind allele *Rosa26^loxp-STOP-loxp-dnMAML-IRES-eGFP^* allele (Horn et al., 2012; Maillard et al., 2004) to generate *Foxa2^T2AiCre^;Rosa26^loxp-STOP-loxp-dnMAML-IRES-eGFP^* mice (referred to herein as dnMAML), which exhibit a stronger and much earlier block of NOTCH activity than that in the *Foxn1^Cre^;Rbpj^fl/fl^* (i.e. *Rbpj* cKO) model. dnMAML thymi appeared smaller than controls but contained thymocytes and endothelial networks (Fig. S3).

At E14.5, CLDN3^+^ TECs are mTEC-lineage restricted and contain cells with long-term mTEC reconstituting activity (Hamazaki et al., 2007; Sekai et al., 2014). Crucially, at E14.5 this CLDN3^+^ TEC population was completely or almost completely absent from dnMAML thymi (mean reduction of 88% in dnMAML thymi, with some thymi exhibiting a complete loss) (Fig. 4A,B,D; the CLDN3 staining seen in Fig. 4B is restricted to endothelial cells). The number of K14^+^ mTEC was also reduced dramatically in E14.5 dnMAML thymi versus littermate controls (Fig. 4C; the reduction is more pronounced than that in E14.5 *Rbpj* cKO thymi). A profound effect on mTEC development was also evident in E16.5 and E17.5 dnMAML thymi, with some thymi containing no K14^+^, UEA1^+^ or AIRE^+^ mTECs and others containing one or two foci staining for one or more of these markers (Fig. 4E-G; 73% decrease in K14^+^ area; 86% numerical reduction in AIRE^+^ mTECs at E16.5, see also Fig. S4C). These data indicate that blockade of NOTCH-mediated transcription prior to E9.5 results in a near complete block in mTEC progenitor production, effectively resulting in a ‘medulla-less’ thymus.

**Fig. 4.**
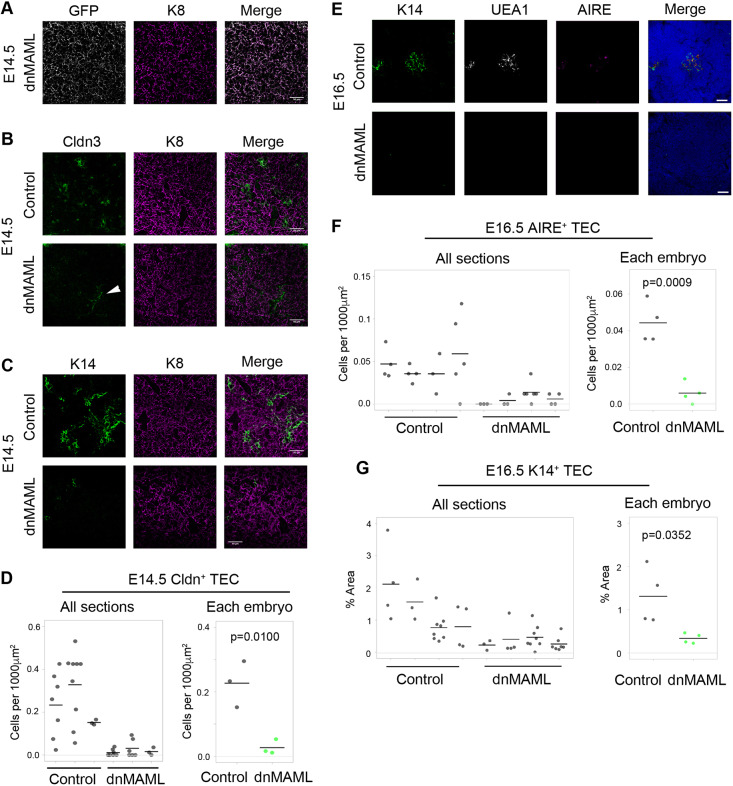
**Notch signaling is an essential mediator of mTEC specification.** (A-C) Representative images of thymi showing (A) the overlap between GFP (recombined cells) and K8 (TECs), and (B,C) staining for mTEC progenitor marker claudin 3 (CLDN3; B), the mTEC marker K14 (C) and epithelial marker K8. Age and genotype are as shown. Scale bars: 50 μm. (D) Quantification of CLDN3^+^ TECs in E14.5 control and dnMAML thymi. Some weakly stained CLDN3^+^ cells colocalized with the endothelial marker CD31 (white arrowhead in B; see also Fig. S7A); hence, for quantification, only CLDN3^+^K8^+^ double-positive cells were counted. (E) Representative images of E16.5 thymi stained for DAPI, UEA1, K14 and AIRE. Scale bars: 50 μm. (F,G) Quantification of AIRE^+^ mTECs as assessed by an unbiased automated counting protocol (F) and of K14^+^ staining (area of marker over the positive threshold/area of thymus defined by DAPI staining) (G) in E16.5 control and dnMAML thymi. *Foxa2^T2iCre^;Rosa26^loxp-STOP-loxp-dnMAML-IRES-eGFP^* and *Foxa2^T2iCre^;Gt(ROSA)26Sor^tm1(EYFP)Cos^* (control) embryos were collected at E14.5 and E16.5. Samples analyzed were littermates. (D,F,G) Each data point represents a section. Mean values from all sections analyzed from the same embryo were used for statistics. E14.5, *n*=3; E16.5, *n*=4 embryos. *P* values were calculated with a two-tailed unpaired *t*-test.

Thymocyte development was broadly normal in fetal dnMAML thymi at E17.5 (Fig. S4A), consistent with our observations in fetal RBPJ cKO thymi. dnMAML thymi showed a trend towards higher proportions of CD4^−^CD8^−^ double-negative (DN) and CD8^+^ single-positive (SP) thymocytes, and lower proportions of CD4^+^CD8^+^ double-positive (DP) thymocytes, consistent with the changes in Notch ligand expression observed in fetal RBPJ cKO thymi (see below; Table S5, Fig. S8). In addition, preliminary analysis indicated attenuation of positive selection (not shown), and some evidence of perturbed Vγ subset development was observed in dnMAML thymi at E17.5. Vγ subset distribution varied between analysis dates, likely related to the precise developmental time at which the analyses were performed. In one of three litters analyzed, Vγ5 thymocytes were under-represented compared with controls (Fig. S4), consistent with the phenotype observed in perinatal *RANK^−/−^* (*Tnfrsf11a^−/−^*) thymi, which exhibit a marked reduction in Vγ5^hi^ thymocytes (Roberts et al., 2012), and fetal *Aire^−/−^* thymi, in which upregulation of IL7 in *Aire^−/−^* TEC leads to a modest over-representation of Vγ6 thymocytes (Fujikado et al., 2016). 

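Expression in E14.5 TECs was measured by RNA-seq of libraries made from 100 sorted cells each, with 3 *Rbpj* cKO and 3 control libraries of PLET1+ TECs and as many of PLET1- TECs. Read counts on *Rbpj* itself, the gene deleted in the cKO, were 561, 1114 and 776 in replicates 1, 2 and 3 of the PLET1+ controls and 2, 424 and 293 in the PLET1+ cKO. In the PLET1- libraries they were 372, 330 and 1376 in the controls and 211, 145 and 232 in the cKO. After normalization for library size by edgeR's TMM method, these were 20.4, 20.2 and 18.4 CPM (counts scaled to a common library size) in PLET1+ controls, 0.061, 10.4 and 6.95 CPM in PLET1+ cKO, 9.5, 11.1 and 26.2 CPM in PLET1- controls and 4.44, 3.42 and 8.29 CPM in PLET1- cKO. Without the TMM factors the third PLET1- cKO library, at 9.45 CPM, was level with the first PLET1- control, at 9.36 CPM. Counts were summed over the whole gene and do not show which exons the reads come from, so that they do not measure the deletion itself. The paper found near-complete recombination in E14.5 TECs with a reporter and complete deletion of *Rbpj* in postnatal TECs by genotyping. *Tnfrsf11a* (ENSMUSG00000026321.7), which encodes RANK, lies on chromosome 1 of GRCm38 from 105780718 to 105847981. Its normalized expression was 10.3 ± 4.27 CPM (mean ± SD, n = 3) in PLET1+ controls and 3.00 ± 3.94 CPM (SD, n = 3) in PLET1+ cKO TECs. The cKO libraries held 4, 305 and 58 counts on the gene, and the second of them, at 7.49 CPM, exceeded the lowest control, at 6.98 CPM. The log2 fold change was −1.99 (standard error 1.05, adjusted p = 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes), and the adjusted p was also 1 in each of the 17 alternative fits. In PLET1- TECs the values were 8.53 ± 6.42 CPM (SD, n = 3) in controls and 6.78 ± 5.20 CPM (SD, n = 3) in the cKO. *Skint1* (ENSMUSG00000089773.7; chromosome 4, 112006269 to 112029538) had 10.1 ± 8.42 CPM (SD, n = 3) in PLET1+ controls and 2.32 ± 3.83 CPM (SD, n = 3) in PLET1+ cKO TECs, where 1 library held 274 counts and the others 7 and 0. Its log2 fold change was −3.84 (standard error 3.27, adjusted p = 1 from edgeR). When same-numbered cKO and control libraries were compared as pairs, by adding the replicate number as a block, the log2 fold changes were −2.81 for *Tnfrsf11a* and −4.64 for *Skint1*, each again with an adjusted p of 1. The deviations of same-numbered PLET1+ cKO and control libraries from their group means correlated at 0.58 across 4638 genes, and those of other-numbered libraries at −0.23 (genes are not independent replicates). Deviations from a group's own mean cancel over its libraries, so that the negative sign of the second value follows from the first. Replicate 2 with replicate 3 of the other genotype correlated at 0.45 or more. A difference of replicate 1 from replicates 2 and 3 could thus give these values, and pairing by number is not shown.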

In keeping with these data, *Rank* (*Tnfrsf11a*) and *Skint1*, the TEC-expressed selecting determinant required for Vγ5Vδ1 thymocyte development (Turchinovich and Hayday, 2011), were expressed only at very low levels in E14.5 RBPJ cKO TECs, while expression in wild-type controls was as expected (see Fig. 6 below and Table S6). Collectively, these data provide functional corroboration of perturbed mTEC development.

The above conclusion was supported by explant culture of E10.5 3PP. Initial validation of the culture system showed that during 5 days of culture, E10.5 3PP explants undergo morphogenesis, differentiation and self-organization consistent with continuing development of the thymus primordium (Figs S5 and S6A). Culture of E10.5 3PP explants in the presence of the Notch inhibitor DAPT resulted in the specific and near-complete inhibition of mTEC production, evidenced by the absence of UEA1^+^ TECs (Fig. S6B,C). In contrast, the numbers of CD205^+^ cTEC/common TEPCs were not affected (Fig. S6B,C). A few explants contained very rare isolated UEA1^+^ epithelial cells and, strikingly, these rare K14^+^ or UEA1^+^ TECs were exclusively located in the apparent remnant of 3PP lumen (Fig. S6C, arrow), consistent with the localization of CLDN3/4^+^ cells at E10.5 (Hamazaki et al., 2007). Moreover, the number of UEA1^+^ mTECs was unaffected by the presence of RANKL in either control or NOTCH-inhibited conditions (Fig. S6D), indicating that the UEA1^+^ epithelial cells present in the cultures represented early, immature mTECs not yet able to respond to thymic crosstalk (Akiyama et al., 2016; Baik et al., 2016).

Collectively, these data establish an essential role for Notch signaling in the normal emergence of the earliest mTEC progenitors, consistent with an obligatory role in mTEC sublineage specification. They further indicate that, during normal thymus development, mTEC progenitor emergence commences prior to E12.5.

### Notch activity influences TEC progenitor differentiation

Based on the above data, we wished to test whether Notch signaling is permissive or instructive for the specification of mTEC progenitors from the putative common TEPCs. We thus developed a TEC-specific NOTCH gain-of-function model by crossing *Foxn1^Cre^* with *R26-LoxP-stop-LoxP-NICD-IRES-eGFP* (NICD hereafter) mice (Murtaugh et al., 2003) to generate *Foxn1^Cre^;R26-stop-NICD-IRES-eGFP* mice. In this model, high but physiological levels of NICD – and thus constitutively active Notch signaling – are heritably induced in most, if not all, *Foxn1^+^* cells [eGFP expression indicating activation of NICD was seen in over 90% of TECs at E14.5 (Fig. S7; 90.6%±1.3%)].

To test whether constitutive NICD expression actively promoted mTEC development, we analyzed TEC differentiation at E14.5, assaying progression of TEC differentiation using PLET1 and MHC class II (MHCII) as markers of undifferentiated and differentiated cells, respectively (Nowell et al., 2011). E14.5 NICD thymi exhibited higher proportions of PLET1^+^ and lower proportions of MHCII^+^ TEC than controls, establishing that exposure to continuous Notch signaling from E12.5 onwards resulted in delayed TEC differentiation (Fig. 5A; see also Fig. S1). Analysis of the small population of unrecombined GFP^−^ TECs within the NICD thymus indicated this effect was cell-autonomous, as the expected broad downregulation of PLET1 was observed in these cells (Fig. S7A; see also Fig. S1). The proportion of UEA1^+^ expressing mTECs was unchanged in NICD thymi versus controls, but cells binding high levels of UEA1 were missing (Fig. 5A; NICD, 4.84%±0.21%; control 4.43%±0.34%). Thus, high Notch activity does not drive immediate universal differentiation of mTEC at the expense of cTEC.

**Fig. 5.**
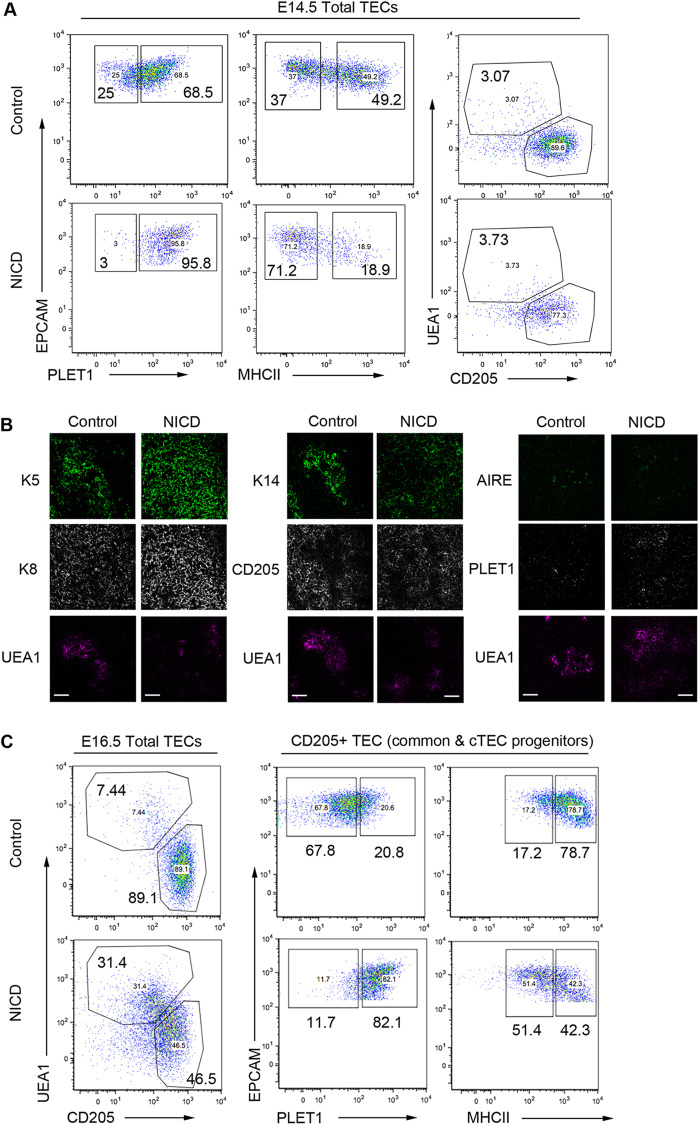
**Outcome of enforced Notch signaling in TEC.** (A) (Left and middle) Representative plots showing E14.5 EpCAM^+^ TEC stained with markers of early progenitor TECs (PLET1), TEC differentiation [MHC class II (MHCII)], mTEC (UEA1) and cTEC (CD205). (Right) Proportions of PLET1^+^MHCII^−^, PLET1^+^MHCII^+^, PLET1^−^MHCII^−^ and PLET1^−^MHCII^+^ TEC in 3 independent E14.5 control and NICD thymi, revealing over-representation of undifferentiated PLET1^+^ TEC and under-representation of differentiated MHCII^+^ TECs in NICD thymi. (B) E16.5 control and NICD thymi stained with the markers shown. Uniform K5^+^ K8^+^ epithelium (left) and expansion of K14 staining into CD205^+^ regions (middle) in NICD compared with clearly demarcated K14^+^ and CD205^+^ zones in controls (right). Both control and NICD thymi express AIRE in UEA1^+^ areas. PLET1 expression is broader in NICD than in controls. Scale bars: 50 μm. (C) Representative plots showing TEC subset distribution in E16.5 thymi after staining for the markers shown. Data after gating on EPCAM^+^ cells (left) and after gating on CD205^+^ cTECs/common TEPCs (right). *Foxn1^Cre^;R26^LSL-NICD-EGFP^* and C57BL/6 control embryos were collected at E14.5 and E16.5. Samples analyzed were from the same litter. E14.5 NICD, *n*=4; E14.5 control, *n*=3; E16.5 NICD, *n*=3; E16.5 control, *n*=3. (B) Images are representative of analysis of thymi from two E16.5 NICD and two control embryos.

Because a rapid expansion of mTEC occurs from E14.5, we also analyzed NICD mice at E16.5. These NICD thymi lacked the clearly demarcated medulla present in age-matched controls (indicated by K5, K14 and UEA1). Compartmental boundaries were indistinct, with a pronounced extension of K5 into K8^hi^ CD205^+^ regions and more extensive PLET1^+^ areas, suggesting that most TEC had a progenitor cell phenotype (Fig. 5B) (Bennett et al., 2002; Gill et al., 2002; Klug et al., 1998). The NICD sections exhibited similar proportions of AIRE^+^ mTECs to control thymi. Flow cytometry analysis also showed that the UEA1^+^ and CD205^+^ populations were less clearly defined, with many cells exhibiting an apparently intermediate phenotype (Fig. 5C). Thus, at E16.5 the NICD thymi contained fivefold more UEA1^+^ mTECs (35.7%±7.6%) than control thymi (6.6%±1.1%), but the proportion of UEA1^+^ TECs expressing the highest levels of UEA1 was diminished (Fig. 5C). Additionally, the CD205^+^ cTEC/common progenitors displayed considerably higher PLET1 and lower MHCII levels than controls, consistent with a continued delay/block in cTEC differentiation (Fig. 5C).

Collectively, these data establish that overexpression of Notch promotes, but does not dictate, mTEC emergence from the common TEPC and additionally blocks or substantially delays cTEC lineage progression.

### Impact of Notch signaling modulation on gene expression in fetal TECs

To further interrogate the phenotype of NOTCH loss- and gain-of-function models, we analyzed the transcriptome of fetal TECs, aiming to identify mechanisms regulated by Notch signaling within specific TEC populations. For both *Rbpj* cKO and control thymi, we performed RNAseq analysis on E12.5 PLET1^+^ TEPCs and E14.5 PLET1^+^ and PLET1^−^ TECs, while for NICD at E14.5 we analyzed only PLET1^+^ TEC, as most NICD TEC were PLET1^+^ at this timepoint (Fig. 5A; deposited in GEO under accession number GSE100314. 

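The deposited values were read counts per gene without normalization, for 23 libraries in 7 groups: 3 libraries each of control and *Rbpj* cKO E12.5 PLET1+, E14.5 PLET1+ and E14.5 PLET1- cells, and 5 of E14.5 PLET1+ NICD cells. NICD denotes the Notch1 intracellular domain, the active part of the receptor, expressed here from the *Rosa26* locus after recombination by Foxn1 Cre. Libraries were made by the Smart-seq2 method, which amplifies full-length cDNA and carries no molecular identifiers, and sequenced as paired-end reads of 75 bp. The authors trimmed the reads, aligned them with STAR and assigned them to genes with featureCounts. Between 20053241 and 92699969 reads per library were counted on genes. The median was 57691084 in E12.5 controls, 22802121 in E12.5 cKO, 37609947 in E14.5 PLET1+ controls, 36986754 in E14.5 PLET1+ cKO, 39756938 in E14.5 PLET1- controls, 36295739 in E14.5 PLET1- cKO and 81038947 in NICD. Between 16229 and 20350 genes were detected per library, the share of counts on mitochondrial genes was 4.21% to 14.56%, and the 10 most abundant genes took 7.68% to 18.26% of the counts. The smallest share of a library that 3 counts can show was 3.24e-06% in the deepest library and 1.5e-05% in the shallowest, a floor that covers counting error only, because reads amplified from the same molecule are not independent. Of the 50123 genes in the table, 19140 passed edgeR's expression filter and were tested in one fit of all 23 libraries, with a term for the 2 sequencing batches at E12.5 and another for the 2 batches of the E14.5 *Rbpj* cross. Within groups, libraries correlated at 0.856 to 0.970 across these genes (Pearson's r of log2 CPM, genes not being independent replicates). All 5 NICD libraries came from one litter, one laboratory and one batch, so that the batch and the NICD genotype cannot be told apart. The second batch of each *Rbpj* comparison held 1 library per group, too few to test the comparison within it.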

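At E12.5, reads on *Rbpj* (ENSMUSG00000039191.12, chromosome 5 of GRCm38, 53466152 to 53657362) numbered 362, 1227 and 2044 in controls and 279, 354 and 37 in *Rbpj* cKO TEPCs, and in the 5 NICD libraries 735, 1316, 382, 1098 and 1956. After normalization these were 15.1, 20.1 and 37.9 CPM in controls, 9.48, 16.2 and 2.09 CPM in the cKO, and 10.9, 20.1, 5.27, 15 and 24.7 CPM in NICD. The second cKO library thus exceeded the first control. This does not show that deletion had failed, because counts over the whole gene do not measure it. The paper also places the start of deletion only shortly before this age. In E14.5 PLET1+ TECs the expression of *Rbpj* was 19.7 ± 1.10 CPM (SD, n = 3) in controls and 5.81 ± 5.27 CPM (SD, n = 3) in the cKO, a log2 fold change of −1.82 (standard error 1.04). The corresponding log2 fold change was −1.50 (standard error 1.03) in E14.5 PLET1- TECs and −1.54 (standard error 1.16) at E12.5, each with an adjusted p of 1 from edgeR's quasi-likelihood test. No gene passed an adjusted p of 0.05 between E14.5 PLET1+ cKO and control libraries, and 395 of the 19140 genes had an unadjusted p under 0.05. DESeq2 in place of edgeR moved this count most, to 100 genes. None passed in the PLET1- comparison either, where 447 genes had an unadjusted p under 0.05. For a list of 23 Notch receptors, ligands, co-factors and targets, 22 could be tested, and 14 of them were lower in E14.5 PLET1+ cKO TECs. The list holds *Rbpj*, the deleted gene, which is among the 14. The deletion itself thus adds to the shift of the list, and no test without *Rbpj* was run. Tested as a set with limma's camera, the Notch list was lower with an adjusted p of 7.96e-05 over the 4 list tests, and unadjusted p-values from 4.83e-06 to 0.082 over 18 alternatives. In PLET1- cKO TECs the same list had 14 genes higher and 8 lower (unadjusted camera p-value of 0.348, upwards), and at E12.5 it had 11 higher and 11 lower (unadjusted camera p-value of 0.318, downwards), so that the lower list was seen in 1 of the 3 comparisons of cKO with control. *Notch3* (ENSMUSG00000038146.7; chromosome 17, 32120820 to 32166880) was the only gene called in E14.5 PLET1+ cKO TECs when the adjustment covered the list alone (adjusted p = 0.0329 from edgeR). The gene was singled out after its values were seen. Over the list alone none was called in PLET1- TECs, where 2 genes had an unadjusted p under 0.05. At E12.5 *Hey1* was called over the list, higher in the cKO (adjusted p = 0.044 from edgeR). In E14.5 PLET1+ TECs *Notch3* fell from 8.70 ± 0.392 CPM (SD, n = 3) in controls to 0.305 ± 0.267 CPM (SD, n = 3) in the cKO. Every cKO library was under every control library. The log2 fold change of *Notch3* was −4.88 (standard error 1.30, adjusted p = 1 from edgeR over all genes, 0.000393 to 1 over its 17 alternatives). *Heyl* (ENSMUSG00000032744.4; chromosome 4, 123233556 to 123249875) was 22.2 ± 9.92 CPM (SD, n = 3) in controls and 2.38 ± 2.38 CPM (SD, n = 3) in the cKO, a log2 fold change of −3.20 (standard error 1.13). *Notch1* (ENSMUSG00000026923.15; chromosome 2, 26457903 to 26516663) was 17.7 ± 0.937 CPM (SD, n = 3) in controls and 4.59 ± 3.99 CPM (SD, n = 3) in the cKO, a log2 fold change of −2.00 (standard error 1.15) with 0 counts in cKO replicate 1. The adjusted p over all genes was 1 for both. A comparison of 3 libraries with 3 can give no exact permutation p under 0.1 for a single gene. With replicate blocks, the paired log2 fold changes were −2.67 for *Rbpj*, −5.47 for *Notch3*, −4.20 for *Heyl* and −2.86 for *Notch1* in PLET1+ TECs and −1.49 for *Rbpj* in PLET1- TECs, the Notch list had an unadjusted p-value of 1.29e-05, and 0 genes passed in either population, where 202 and 207 had an unadjusted p under 0.05. In PLET1- TECs the deviations of same-numbered libraries correlated at 0.57 and those of other-numbered ones at −0.24. There too replicate 2 with replicate 3 of the other genotype correlated at 0.41 or more, so that pairing by number is not shown.

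**Figure D1:**
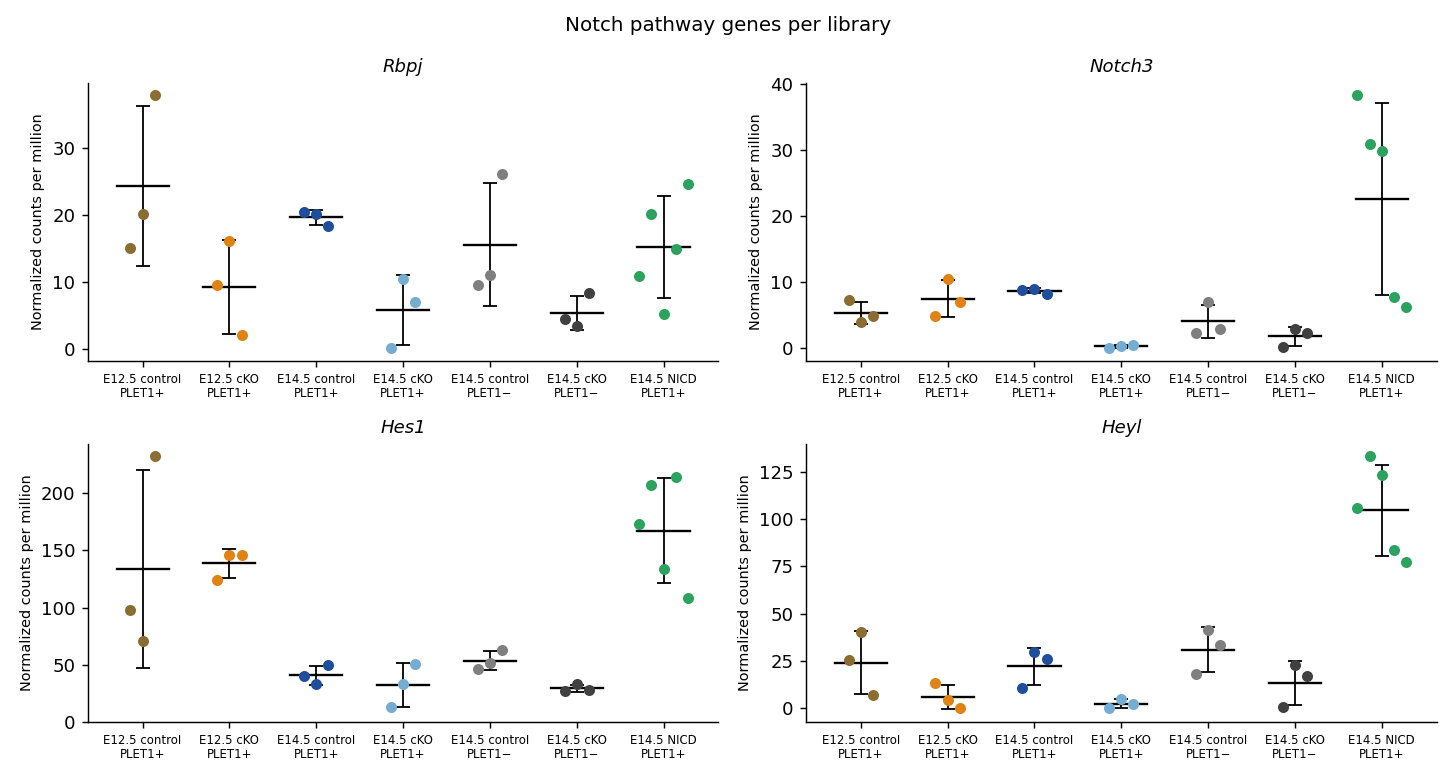
Normalized expression (CPM, linear axes) of *Rbpj*, *Notch3*, *Hes1* and *Heyl* in each library of the 7 groups. Points are libraries, horizontal lines the group means and vertical bars the SD. *Rbpj* was lowest in E14.5 PLET1+ cKO replicate 1, with 2 counts, and *Notch3*, chosen for the figure after its values were seen, did not exceed 0.498 CPM in that group.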

A trend suggestive of downregulation of some Notch family and Notch target genes was indicated in RNAseq analysis of E14.5 PLET1^+^ *Rbpj* cKO versus control TEC (Table S5, Fig. S8) and confirmed by RT-qPCR (Fig. S9), pointing to a positive-feedback loop regulating Notch-signaling competence. Conversely, several Notch family genes were significantly upregulated in E14.5 NICD TEC versus controls (Table S5, Fig. S8).

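Between E14.5 PLET1+ NICD and control TECs, 131 genes passed an adjusted p of 0.05, 51 of them higher and 80 lower in NICD, and 3010 genes had an unadjusted p under 0.05. In 129 of the 131 the 5 NICD libraries did not overlap the 3 control libraries, which follows from their selection by small p-values. Over all genes tested this held for 11.7%, where chance gives 3.57%. The alternative that moved the count most was DESeq2, which called 1215 genes, all 131 among them. The authors' test, limma-voom, called 998 genes, 782 of them lower in NICD. As blocks over the 3 shared replicate numbers, 74 genes passed, 38 of them among the 131, although same-numbered NICD and control libraries came from different litters and their deviations correlated at −0.13 (0.09 between other-numbered ones). Of the Notch list, 13 genes were higher in NICD and 9 lower, and 2 passed the threshold over all genes, *Hes1* and *Hes6*. *Hes1* (ENSMUSG00000022528.7; chromosome 16, 30064384 to 30067796) rose from 40.9 ± 8.22 CPM (SD, n = 3) in controls to 167 ± 46.0 CPM (SD, n = 5) in NICD. Its log2 fold change was 2.04 (standard error 0.37, adjusted p = 0.0145 from edgeR, 1.24e-06 to 0.112 over 20 alternatives), and all 5 NICD libraries exceeded all 3 controls. *Hes6* (ENSMUSG00000067071.8; chromosome 1, 91411483 to 91414038), singled out after its values were seen, fell from 530 ± 60.9 CPM (SD, n = 3) to 55.7 ± 20.8 CPM (SD, n = 5). Its log2 fold change was −3.26 (standard error 0.40, adjusted p = 0.000298 from edgeR, 3.76e-18 to 0.0149 over the alternatives), with all 5 NICD libraries under all 3 controls. With the adjustment over the list alone, the ligand genes *Dll4* and *Dll1* were called as well, both lower in NICD. The gene *Dll1*, named after its values were seen, had no counts in any NICD library and was at least 33.8-fold lower. The receptor gene *Notch1* had 46.6 ± 23 CPM (SD, n = 5) in NICD, a log2 fold change of 1.39 (standard error 1.04, adjusted p = 0.578 from edgeR, 0.182 to 0.792 over the alternatives). Gene-level counts cannot part reads of the NICD transgene from those of the endogenous *Notch1*. The other receptor genes had log2 fold changes of 1.84 for *Notch2*, 1.36 for *Notch3* and 4.07 for *Notch4*, none of which passed. *Heyl* reached 105 ± 24.3 CPM (SD, n = 5) in NICD, a log2 fold change of 2.24 (standard error 1.03, adjusted p = 0.295 from edgeR, 0.0294 to 0.544 over the alternatives), and was called only with limma-voom. *Hey2* had a log2 fold change of 2.17 (standard error 1.37, adjusted p = 0.483 from edgeR, 0.145 to 0.94 over the alternatives). The paired log2 fold changes were 2.06 for *Hes1* (adjusted p = 0.0627 from edgeR), −3.57 for *Hes6* (adjusted p = 0.00461 from edgeR), 1.45 for *Notch1* and 2.56 for *Heyl*.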

Independent signaling pathway enrichment analysis using all genes differentially expressed between the E14.5 NICD and wild-type datasets also revealed the Notch pathway as one of those most affected by NICD overexpression (Fig. 6A). In addition, we found significant upregulation of the EGFR pathway, which is known to promote the proliferation of mTEC precursors (Satoh et al., 2016), and of several collagen genes (annotated as ‘Inflammatory Response Pathway’), suggesting that Notch signaling may play a role in endowing proliferative capacity on nascent mTECs and in regulating TEPC differentiation by modifying extracellular matrix (Baghdadi et al., 2018). 

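As a set, the Notch list was shifted upwards in NICD with a camera p-value of 0.154 (0.169 after adjustment over the 4 list tests), 13 of its 22 tested genes being higher. Over 22 alternatives the p-value lay between 0.0318 and 0.695, under 0.05 in 4 of them. The pre-ranked GSEA method, run with the fgsea package on the same list, gave the opposite sign, a normalized enrichment score of −0.837. The list joins receptors, ligands, co-factors and targets, and its genes moved both ways. Of those called over the list alone, *Hes1* was higher and *Hes6*, *Dll4* and *Dll1* were lower. A shift of the whole list therefore does not measure the activity of the pathway. The pathway sets of ConsensusPathDB were not used here. In paired blocks the Notch list had a p-value of 0.186, and without *Notch1*, whose reads cannot be parted from those of the transgene, it had one of 0.218. All 15 genes that Fig. 6A lists as the leading edge of the Notch pathway were higher in NICD than in controls, with log2 fold changes of 0.55 to 2.24 (15 of 15 also with RLE factors, housekeeping scaling, DESeq2 and limma-voom), and 8 of them had an unadjusted p under 0.05. The leading edge was taken by the authors from these same libraries as the genes that raised the score of the pathway, so that the direction of the 15 was fixed by their selection. Neither it nor an adjustment over them is separate evidence. Of the 15, *Hes1* was called whether the adjustment covered all genes or these alone. *Gm10093* and *Gm8430* of this group are annotated as processed pseudogenes, on which reads of their parent genes can be counted, so that their values are uncertain.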

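For the EGFR pathway, a list of 24 ligand, receptor and proximal signaling genes was set out before any counts were read, and 21 of them could be tested. In NICD, 13 were higher and 8 lower than in controls. The camera p-value of the EGFR list was 0.0441 (0.0882 after adjustment over the 4 list tests), and it ranged from 0.013 to 0.879 over 22 alternatives, under 0.05 in 9 of them. The paired block gave a p-value of 0.0313. *Hsp90aa1* (ENSMUSG00000021270.13; chromosome 12, 110690605 to 110702728) was the only gene of the list to pass, over all genes or over the list alone, and was named after its values were seen. It rose from 1190 ± 139 CPM (SD, n = 3) to 2700 ± 448 CPM (SD, n = 5), a log2 fold change of 1.18 (standard error 0.22, adjusted p = 0.017 from edgeR, 1.55e-05 to 0.129 over 20 alternatives). *Egfr* itself (ENSMUSG00000020122.16; chromosome 11, 16752203 to 16918158), also named after its values were seen, had 37.8 ± 8.83 CPM (SD, n = 3) in controls and 98.8 ± 56.3 CPM (SD, n = 5) in NICD, a log2 fold change of 1.38 (standard error 0.43, adjusted p = 0.145 from edgeR, 0.0238 to 0.479 over the alternatives). Limited to the 8 ligand and receptor genes that could be tested, 4 were higher and 4 lower, and *Egfr* was called when the adjustment covered these 8 alone (adjusted p = 0.0421 from edgeR). Of the 39 collagen genes tested, 19 were higher and 20 lower in NICD, and the set had a camera p-value of 0.169, from 0.0488 to 0.877 over 21 alternatives and 0.0974 with paired replicate blocks. *Col4a1*, with a log2 fold change of 1.54 (standard error 0.30, adjusted p = 0.0248 from edgeR, 1.61e-05 to 0.221 over its alternatives), and *Col9a1*, with −7.83 (standard error 1.48, adjusted p = 0.0193 from edgeR, 1.21e-08 to 0.286), were the collagen genes singled out after their values were seen, one higher and one lower. *Col6a3*, likewise named after its values were seen, had no counts in any control and was at least 75-fold higher in NICD, where counts ran from 2 to 1889, with an adjusted p of 0.184.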

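*Foxn1* (ENSMUSG00000002057.4; chromosome 11, 78357577 to 78386558) had 145 ± 60.9 CPM (SD, n = 3) in E14.5 PLET1+ controls and 91.9 ± 69.5 CPM (SD, n = 3) in E14.5 PLET1+ *Rbpj* cKO TECs, a log2 fold change of −0.70 (standard error 0.70). In E14.5 PLET1- TECs it had 223 ± 109 CPM (SD, n = 3) and 143 ± 75.0 CPM (SD, n = 3), a log2 fold change of −0.64 (standard error 0.70). At E12.5 the values were 33.0 ± 11.6 CPM (SD, n = 3) in controls and 44.2 ± 13.7 CPM (SD, n = 3) in the cKO, a log2 fold change of 0.45 (standard error 0.70). *Plet1* (ENSMUSG00000032068.14; chromosome 9, 50494525 to 50505482) had 21.7 ± 3.34 CPM (SD, n = 3) in E14.5 PLET1+ controls and 22.3 ± 10.5 CPM (SD, n = 3) in the cKO, a log2 fold change of 0.02 (standard error 1.26). At E12.5 it had 40.2 ± 21.6 CPM (SD, n = 3) in controls and 31.4 ± 10.4 CPM (SD, n = 3) in the cKO, a log2 fold change of −0.27 (standard error 1.26). The adjusted p from edgeR was 1 in all 5 comparisons. It stayed at 1 in every alternative, except for *Plet1* at E12.5, where the lowest was 0.95.
Compared as paired blocks, the log2 fold changes were −1.13 for *Foxn1* and −0.09 for *Plet1* in E14.5 PLET1+ TECs and −0.68 for *Foxn1* in PLET1- TECs. The sign of *Plet1* therefore depended on the block.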

Neither *Foxn1* nor *Plet1* expression was significantly affected by loss of *Rbpj* (Tables S5 and S6, Figs S8 and S9). The bHLH transcription factor *Ascl1* was downregulated in *Rbpj* cKO TECs, and was also highly enriched in mTECs in wild-type mice, with strong upregulation occurring co-temporally with medullary expansion at E14.5 (Figs S8, S9 and S10A). This suggested that ASCL1 might act downstream of Notch in mTEC lineage regulation. However, no differences in thymic size, organization or cellularity were detected in *Ascl1^−/−^* thymi (Guillemot et al., 1993) at E17.5 (Fig. S10B), apparently ruling out this hypothesis.

**Fig. 6.**
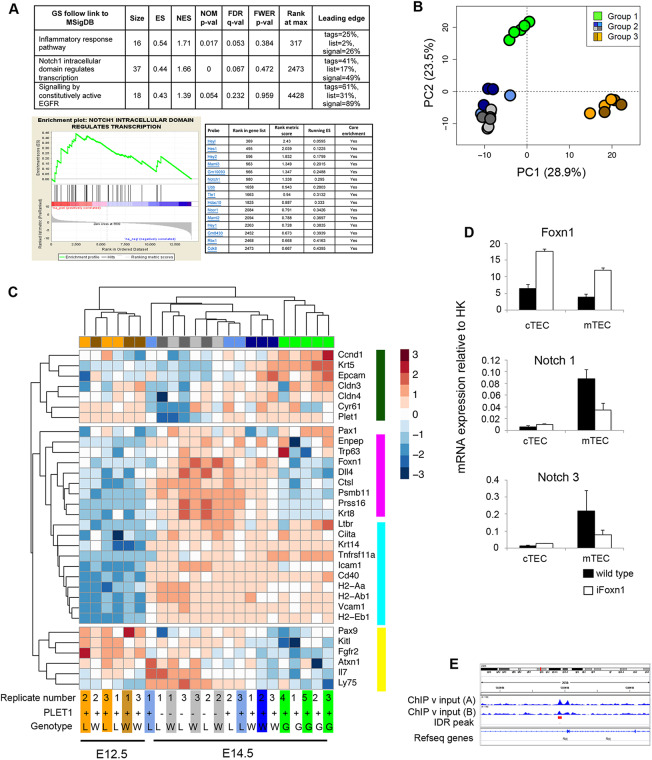
**Transcriptome analysis of Notch loss- and gain-of-function mutants.** (A) Pathway analysis of the E14.5 NICD and E14.5 controls identified three signaling pathways as enriched (FDR≤0.25) in E14.5 NICD versus E14.5 control thymi (top). GSEA enrichment plot for the Notch signaling pathway (bottom left). Leading edge subset genes contributing to the enrichment for Notch signaling pathway (bottom right). (B) PCA of *Rbpj* cKO, wild-type and NICD TECs at the ages shown (500 most variable genes). Group 1, E14.5 NICD samples; group 2, E14.5 PLET1^+^ and PLET1^−^ *Rbpj* cKO and controls; and group 3, E12.5 *Rbpj* cKO and controls. (C) Heatmap of lineage-specific genes among all groups of samples shown in the PCA above. Colors at the top and bottom of the heatmap indicate clustering of samples per group, while side colors indicate groups of genes regulated similarly across all conditions. Groups: E12.5 wild type, brown; E12.5 *Rbpj* cKO, orange; E14.5 wild-type PLET1^+^, dark blue; E14.5 wild-type PLET1^−^, light gray; E14.5 *Rbpj* cKO PLET1^+^, light blue; E14.5 *Rbpj* cKO PLET1^−^, dark gray; W, wild type; L, loss of function (*Rbpj* cKO); G, gain of function (NICD). (D) RT-qPCR analysis of sorted cTECs and mTECs from E17.5 wild-type and iFoxn1 thymi for the genes shown. Data are mean±s.d. (E) Genomic locus of *Rbpj* showing Foxn1 peaks identified by Zuklys et al. (2016). (A-C) To obtain the E12.5 and E14.5 cKO and wild-type samples, thymi were microdissected from E12.5 and E14.5 embryos generated from a *Foxn1^Cre^;Rbpj^FL/+^*×*Rbpj^FL/FL^* cross and TECs were obtained by flow cytometric cell sorting. Following genotyping, cells from three cKO and three control samples were processed for sequencing. The E12.5 and E14.5 samples were each obtained from two separate litters, on two separate days for each timepoint. To obtain the E14.5 NICD samples, thymi were microdissected from five E14.5 Foxn1Cre; R26^LSL-NICD-EGFP^ embryos of the same litter, TECs were obtained by flow cytometric cell sorting and the samples processed for sequencing. (D) *n*=3, where each *n* represents TECs sorted from pooled embryos from a single litter of E17.5 iFoxn1 or wild-type embryos.

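Principal components were computed from the 500 genes with the highest variance of log2 (normalized CPM + 1) over the 23 libraries after removal of the batch terms within groups, without scaling each gene. PC1 held 33.6% of the variance and PC2 25.9%. On PC1 the E12.5 libraries lay at 43.8 ± 2.7 (SD, n = 3) for controls and 39.0 ± 3.7 (SD, n = 3) for *Rbpj* cKO. The E14.5 libraries of the *Rbpj* cross lay at −16.7 ± 1.8 (SD, n = 3) for PLET1+ controls, −12.8 ± 6.2 (SD, n = 3) for PLET1+ cKO, −12.6 ± 1.7 (SD, n = 3) for PLET1- controls and −11.9 ± 0.7 (SD, n = 3) for PLET1- cKO. On PC2 the NICD libraries were apart from all others, at 36.7 ± 5.8 (SD, n = 5) with a lowest value of 27.2, against a highest value of 7.2 among the E12.5 and E14.5 libraries of the *Rbpj* cross. The PLET1- libraries had lower PC2 values than the PLET1+ ones, −20.1 ± 1.6 (SD, n = 3) against −6.3 ± 4.9 (SD, n = 3) in controls and −24.4 ± 6.6 (SD, n = 3) against −14.4 ± 7.3 (SD, n = 3) in the cKO, the latter with overlap.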

Principal component analysis (PCA) clustered the E12.5 and E14.5 PLET1^+^ *Rbpj* cKO, and wild-type and E14.5 PLET1^+^ NICD datasets into three groups: E14.5 NICD samples (group 1); E14.5 PLET1^+^ and PLET1^−^ *Rbpj* cKO and controls (group 2; see also Fig. S11); and E12.5 *Rbpj* cKO and controls (group 3) (Fig. 6B). The broad PCA analysis (Fig. 6B) separated the samples by developmental stage (PC1) and PLET1 level (PC2; PC2 is not solely PLET1), with group 1 positioned between group 2 and group 3 in PC1. Overall, the PCA is consistent with E14.5 NICD TECs exhibiting at least a partial developmental delay (in keeping with conclusions from Fig. 5) or with sustained NICD expression in early TECs inducing a distinct cell state that is not found or is very rare in the early wild-type fetal thymus.

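NICD libraries had a PC1 value of −17.3 ± 1.9 (SD, n = 5). Expressed so that 0 is the mean of the 12 E14.5 libraries of the *Rbpj* cross and 1 the mean of the 6 E12.5 libraries, their position was −0.070 ± 0.034 (SD, n = 5), from −0.103 to −0.012. On the same scale the E14.5 libraries ranged from −0.095 to 0.137 and no E12.5 library was under 0.880. The position depended on the genes used: it was 0.095 with the 1000 most variable genes. It was from 0.047 to 0.131 when any one NICD library was left out. The alternative that moved it most, all tested genes, gave 1.221. There E14.5 libraries reached 0.898 and E12.5 libraries went down to 0.608. PC1 thus did not part the ages, and 1.221 gives no position relative to them. Between E14.5 NICD TECs and E12.5 controls, 538 genes passed an adjusted p of 0.05 from edgeR, 314 of them higher in NICD, and 3341 had an unadjusted p under 0.05. For comparison, 185 genes passed between E14.5 and E12.5 PLET1+ controls, 159 of them higher at E14.5, and 2477 had an unadjusted p under 0.05.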

Consistent with these possibilities, clustering analysis revealed differential effects of Notch signaling perturbation on markers associated with differentiation into the cTEC and mTEC sub-lineages, general TEC maturation or the earliest TEPC state. 

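The 6 genes *Ctsl*, *Dll4*, *Psmb11*, *Prss16*, *Krt8* and *Ly75* were summarised for each library as the mean of their log2 (normalized CPM + 1). This cTEC score was 7.49 ± 0.24 (SD, n = 3) in E12.5 controls, 7.43 ± 0.78 (SD, n = 3) in E12.5 *Rbpj* cKO, 8.80 ± 0.13 (SD, n = 3) in E14.5 PLET1+ controls, 9.10 ± 0.60 (SD, n = 3) in E14.5 PLET1+ cKO and 7.75 ± 0.24 (SD, n = 5) in E14.5 NICD libraries. In PLET1- TECs it was 9.46 ± 0.22 (SD, n = 3) in controls and 9.92 ± 0.39 (SD, n = 3) in the cKO. From E12.5 to E14.5 the score rose by 1.67 in the cKO and by 1.32 in controls, with an exact two-sided permutation p = 0.1 for each, the smallest that 3 libraries against 3 allow. The NICD score was lower than in E14.5 PLET1+ controls, a difference of −1.05 (exact two-sided permutation p = 0.0179, the smallest that 5 against 3 libraries allow), with every NICD library under every control. Scaling to the housekeeping genes moved this difference most, to −0.727. Against E12.5 controls the NICD score differed by 0.26 (exact two-sided permutation p = 0.161), about the size of the SD within the groups, and by 0.465 when scaled to the housekeeping genes (exact two-sided permutation p = 0.0179). Within E14.5 PLET1+ TECs the cKO differed from controls by 0.30 (exact permutation p = 0.4). As paired blocks of same-numbered libraries, the difference between NICD and E14.5 controls was −1.16, with an exact sign-flip p = 0.25, the smallest that 3 pairs allow. All 6 genes rose from E12.5 to E14.5 in the cKO, by 0.74 to 3.02 on the log2 scale. With the adjustment over these genes alone all 6 were called, against 2 over all genes. In that comparison 150 genes passed over all genes tested, 106 of them higher at E14.5, and with paired blocks 102 did, 92 of them among the 150, while the deviations of same-numbered cKO libraries of the 2 ages correlated at −0.14 (0.10 between other-numbered ones). The effect of *Rbpj* loss did not differ between the ages for any of the 19140 genes at an adjusted p of 0.05, where 603 had an unadjusted p under 0.05. In NICD all 6 were lower than in E14.5 PLET1+ controls (*Ly75* was higher when libraries were scaled to the housekeeping genes), by log2 fold changes of −2.72 to −0.22, and 4 were called over the list alone (*Dll4*, *Prss16*, *Ctsl* and *Psmb11*) against 0 over all genes, where 4 had an unadjusted p under 0.05. *Psmb11* had 97.8 ± 31.1 CPM (SD, n = 3) in E12.5 controls, 427 ± 55.9 CPM (SD, n = 3) in E14.5 PLET1+ controls and 163 ± 51.4 CPM (SD, n = 5) in NICD, and *Dll4* 5.03 ± 3.53 CPM (SD, n = 3), 23 ± 5.03 CPM (SD, n = 3) and 3.56 ± 1.91 CPM (SD, n = 5). The log2 fold change between NICD and E14.5 controls was −1.40 for *Psmb11* (standard error 0.34, adjusted p = 0.0729 from edgeR, 0.00115 to 0.33 over 20 alternatives). For *Dll4* the adjusted p from edgeR was 0.0847, and 0.00151 to 0.391 over the alternatives.

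**Figure D2:**
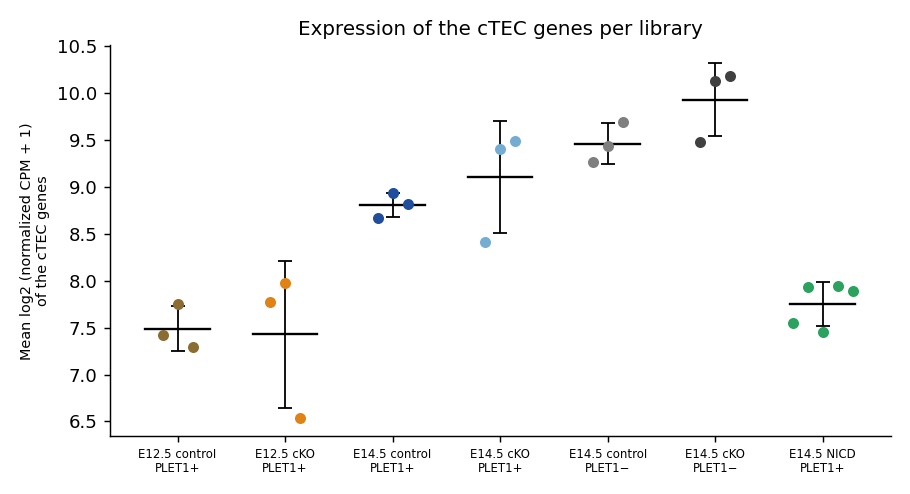
Mean log2 (normalized CPM + 1) of the 6 cTEC genes in each library of the 7 groups. Points are libraries, horizontal lines the group means and vertical bars the SD. The 5 NICD libraries lie between 7.45 and 7.94, under the lowest E14.5 PLET1+ control at 8.67.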

In particular, genes associated with cTEC lineage identity (*Ctsl*, *Dll4*, *Psmb11*, *Prss16*, *Krt8* and *Ly75*) were upregulated normally from E12.5 to E14.5 in the *Rbpj* cKO samples but were expressed at levels similar to E12.5 wild type in the E14.5 NICD samples (Fig. 6C), consistent with maintained Notch signaling imposing a block on cTEC generation from the common TEPC/early cTEC progenitor. *Foxn1* also exhibited this expression pattern (Fig. 6C), and indeed many genes in this panel are direct FOXN1 targets (Calderón and Boehm, 2012; Nowell et al., 2011; Žuklys et al., 2016). 

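*Foxn1* had 41.3 ± 22.4 CPM (SD, n = 5) in NICD libraries. Against E12.5 controls its log2 fold change was 0.34 (standard error 0.63, adjusted p = 0.878 from edgeR, 0.751 to 1 over 19 alternatives), which is within the spread of the replicates. Adding *Foxn1* to the 6 genes of the cTEC score gave a difference of −1.168 between NICD and E14.5 PLET1+ control libraries and of 0.256 between NICD and E12.5 control libraries. From these genes staying near their E12.5 level when Notch signaling is maintained, the paper proposes that it blocks the generation of cTECs from the common TEPC or early cTEC progenitor.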

Notably, constitutive overexpression of FOXN1 in fetal TEC led to downregulation of a number of Notch family and Notch target genes (Fig. 6D; data not shown), suggesting that induction of FOXN1 may downregulate Notch signaling in TECs during normal development *in vivo*. Consistent with this, our re-analysis of published FOXN1 ChIP-seq data (Žuklys et al., 2016) indicated *Rbpj* as a direct FOXN1 target (Fig. 6E). Moreover, Žuklys and colleagues (Žuklys et al., 2016) identified several known Notch targets and modulators as FOXN1 targets (*Heyl*, *Hes6*, *Deltex4* and *Fbxw7*). The relative downregulation of *Foxn1* resulting from sustained NICD expression in early fetal TECs (Fig. 6C, Fig. S8) thus suggests the possibility of reciprocal inhibition.

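Relative to E14.5 PLET1+ controls, *Foxn1* had a log2 fold change of −1.83 in NICD TECs (standard error 0.61, adjusted p = 0.162 from edgeR). Over 20 alternatives the log2 fold change lay between −2.26, with paired replicate blocks, and −0.61, and the adjusted p between 0.00414 and 0.847. It was under 0.05 in 4 of them. When the adjustment covered only the 9 genes of its group in Fig. 6C, of which 7 were lower in NICD, *Foxn1* was called together with *Dll4*, *Prss16*, *Ctsl* and *Psmb11*, all lower, and with *Pax1*, which was higher (log2 fold change 0.47).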

Other genes associated with both cTEC and mTEC differentiation were unaffected or only marginally affected by the Notch signaling gain- or loss-of-function mutations (Fig. 6C and Table S6). In contrast, markers associated with the mTEC sub-lineage (*Krt5* and *Epcam*) were strongly upregulated in the E14.5 NICD samples compared with controls, and these genes also clustered with other genes normally strongly downregulated from E12.5 to E14.5 (*Cldn3*, *Cldn4*, *Cyr61*, *Plet1* and *Ccnd1*). 

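Of the 10 genes in the group of Fig. 6C that holds *Ltbr*, *Ciita*, *Krt14*, *Tnfrsf11a*, *Icam1*, *Cd40*, *H2-Aa*, *H2-Ab1*, *Vcam1* and *H2-Eb1*, 6 were higher and 4 lower in E14.5 NICD than in E14.5 PLET1+ controls, with log2 fold changes of −1.33 to 1.48 (8 were higher when scaled to the housekeeping genes and 5 with DESeq2). None passed an adjusted p of 0.05 over all genes, and 1 had an unadjusted p under 0.05. Over the 10 alone, *Icam1* (ENSMUSG00000037405.8; chromosome 9, 21015985 to 21028817) was called, from 271 ± 87.6 CPM (SD, n = 3) in controls to 107 ± 38.2 CPM (SD, n = 5) in NICD (log2 fold change −1.33, standard error 0.38, adjusted p = 0.111 from edgeR over all genes, 0.0158 to 0.645 over its alternatives). After *Rbpj* loss in E14.5 PLET1+ TECs, 5 of the 10 were higher and 5 lower, with log2 fold changes of −1.99 to 0.35, none was called over all genes or over the 10, and 0 had an unadjusted p under 0.05. All 10 were higher in NICD than in E12.5 controls and all were called over the 10 alone, against 6 over all genes. All 10 also rose from E12.5 to E14.5 in controls, with 9 called over the 10 and 6 over all genes. They rose in the cKO too, with 9 and 6 called, so that the rise was not particular to NICD.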

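*Krt5* (ENSMUSG00000061527.6; chromosome 15, 101707070 to 101712891) had 62.2 ± 31.8 CPM (SD, n = 3) in E12.5 controls, 365 ± 112 CPM (SD, n = 3) in E14.5 PLET1+ controls and 1320 ± 424 CPM (SD, n = 5) in NICD. Every NICD library, from 928 to 1850 CPM, exceeded every control library. The log2 fold change between NICD and E14.5 controls was 1.86 (standard error 0.59, adjusted p = 0.145 from edgeR, 0.000116 to 0.344 over 20 alternatives), and *Krt5* was called when the adjustment covered only the 7 genes of its group in Fig. 6C (adjusted p = 0.0378 from edgeR), while 0 of the 7 were called over all genes. In E14.5 PLET1+ *Rbpj* cKO TECs it had 70.9 ± 32.6 CPM (SD, n = 3), a log2 fold change of −2.38 against controls (standard error 0.64, adjusted p = 1 from edgeR, 4.18e-05 to 1 over 17 alternatives) and of −2.42 with paired replicate blocks, and it was called there too when the adjustment covered the 7 genes alone (adjusted p = 0.011 from edgeR). *Epcam* (ENSMUSG00000045394.8; chromosome 17, 87635979 to 87651106) had 830 ± 129 CPM (SD, n = 3) in E14.5 controls and 782 ± 87.1 CPM (SD, n = 5) in NICD, a log2 fold change of −0.08 (standard error 0.19, adjusted p = 0.911 from edgeR, 0.561 to 1 over 20 alternatives), which was positive, 0.30, when libraries were scaled to the housekeeping genes. The other genes of the group had log2 fold changes between NICD and E14.5 controls of 1.65 for *Cldn3*, −1.12 for *Cldn4*, −0.53 for *Cyr61*, 0.59 for *Plet1* and 1.82 for *Ccnd1*. The signs for *Cldn3*, *Cldn4* and *Cyr61* changed in at least 1 alternative, none had an unadjusted p under 0.05, and their adjusted p-values from edgeR lay between 0.393 for *Ccnd1* and 0.889 for *Plet1*. From E12.5 to E14.5 in PLET1+ controls, 5 of the 7 genes rose and 2 fell, with log2 fold changes of −1.51 to 2.55, of which that of *Krt5*, a rise, was called over the 7 alone. With paired blocks, the log2 fold changes between NICD and E14.5 controls were 2.04 for *Krt5* and −0.07 for *Epcam*.

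**Figure D3:**
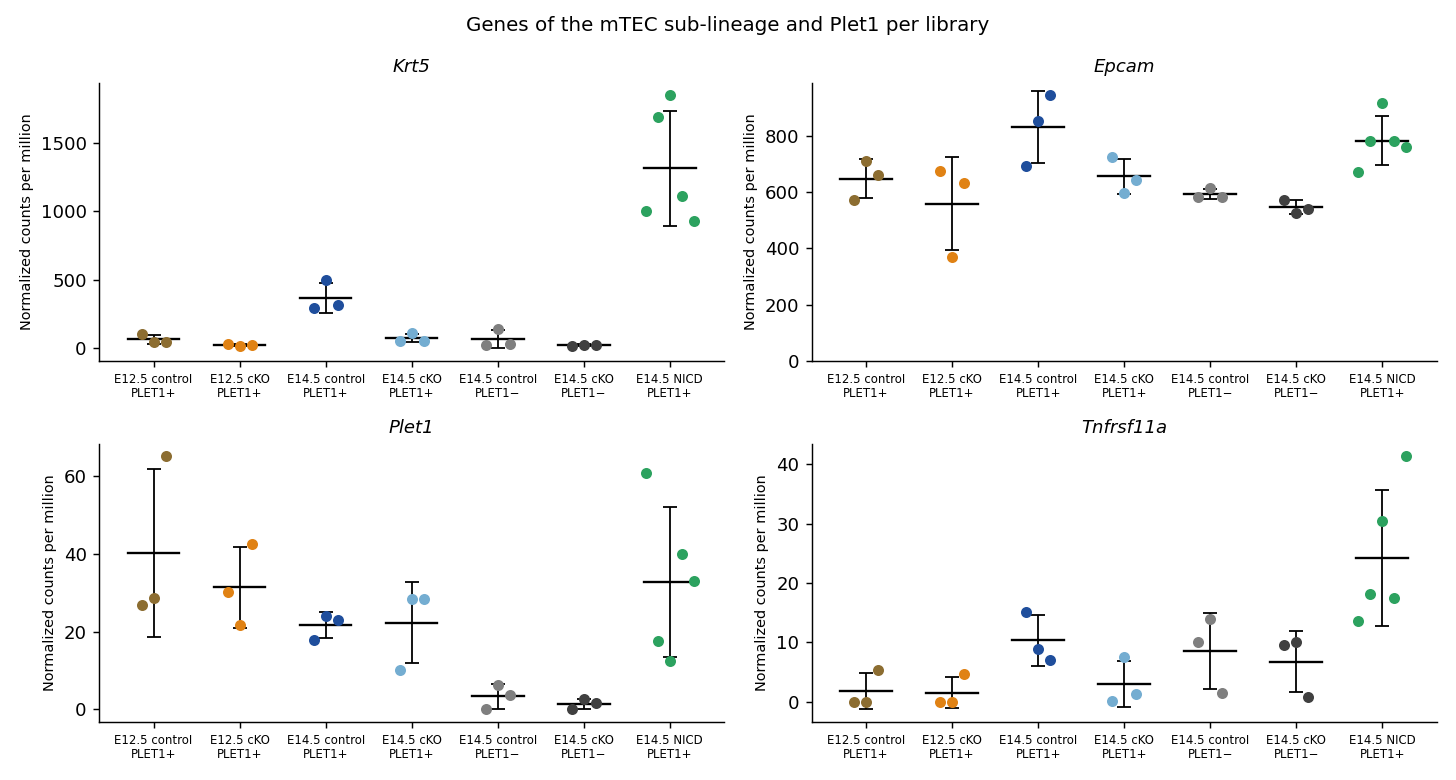
Normalized expression (CPM, linear axes) of *Krt5*, *Epcam*, *Plet1* and *Tnfrsf11a* in each library of the 7 groups. Points are libraries, horizontal lines the group means and vertical bars the SD. For *Krt5* the 5 NICD libraries lie at 928 CPM or more, above all libraries of the other groups.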

*Tnfrs11a*, the gene encoding RANK, was also significantly upregulated in the E14.5 NICD samples (Fig. 6C and Table S6), and was expressed at much lower levels in E14.5 Rbpj cKO than controls. 

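In NICD libraries *Tnfrsf11a* had 24.2 ± 11.4 CPM (SD, n = 5), with a lowest value of 13.6 CPM that overlapped the highest control, at 15.1 CPM. Its log2 fold change against E14.5 PLET1+ controls was 1.13 (standard error 0.96, adjusted p = 0.641 from edgeR), and 1.00 with paired replicate blocks. The adjusted p was between 0.191 and 0.854 over 20 alternatives, limma-voom included.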

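*Pax9* had 147 ± 48.4 CPM (SD, n = 3) in E12.5 controls, 81.3 ± 16.9 CPM (SD, n = 3) in E14.5 PLET1+ controls and 70.5 ± 17.7 CPM (SD, n = 5) in E14.5 NICD libraries. *Kitl* had 231 ± 33.8 CPM (SD, n = 3), 141 ± 11.2 CPM (SD, n = 3) and 113 ± 54.0 CPM (SD, n = 5), and *Fgfr2* 269 ± 20.9 CPM (SD, n = 3), 191 ± 34.2 CPM (SD, n = 3) and 160 ± 17.8 CPM (SD, n = 5), in the same order. Against E14.5 PLET1+ controls, the log2 fold changes in NICD were −0.21 for *Pax9* (adjusted p = 0.85 from edgeR, 0.701 to 1 over 20 alternatives), −0.32 for *Kitl* (adjusted p = 0.676 from edgeR, 0.122 to 0.993) and −0.26 for *Fgfr2* (adjusted p = 0.61 from edgeR, 0.248 to 0.986). These differences were smaller than the SD between control libraries for *Pax9* and *Fgfr2* and smaller than the SD between NICD libraries for *Kitl*. With paired replicate blocks they were −0.09, −0.53 and −0.27. With *Atxn1*, *Il7* and *Ly75*, which Fig. 6C places in the same group, all 6 genes were lower in NICD, by −0.32 to −0.15 on the log2 scale, 0 had an unadjusted p under 0.05 and none was called over all genes or over the 6. When libraries were scaled to the housekeeping genes, 5 of the 6, all but *Kitl*, were higher in NICD. Against E12.5 controls, the log2 fold changes in NICD were −1.04 for *Pax9*, −1.03 for *Kitl* and −0.75 for *Fgfr2*, called over the 6 genes alone and not over all genes (adjusted p = 0.0975, 0.0656 and 0.054 from edgeR, with ranges of 0.0195 to 0.346, 0.00689 to 0.317 and 0.00337 to 0.472 over 19 alternatives).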

Finally, a category including *Pax9*, *KitL* and *Fgfr2*, which are normally highly expressed at E12.5, was markedly downregulated in the E14.5 NICD compared with other E14.5 samples (Fig. 6C).

Overall, we conclude that upregulation of Notch signaling in TECs during early thymus development at least partially blocks cTEC differentiation and promotes, but does not dictate, mTEC development, suggesting that Notch regulates not only mTEC specification but also maintenance of the fetal common TEPCs (Fig. 7).

**Fig. 7.**
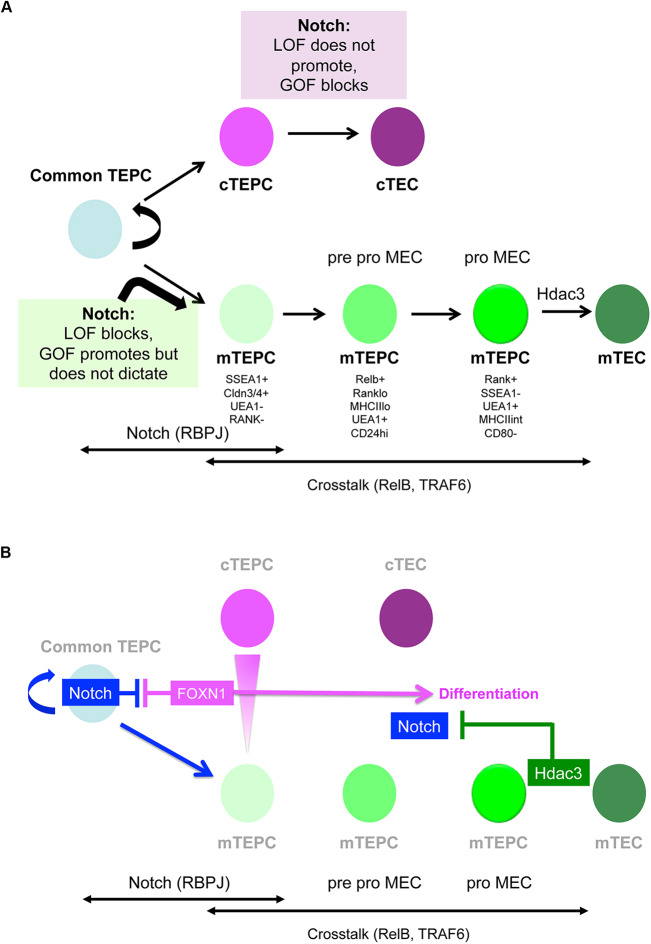
**Model for Notch signaling regulation of early TEC development.** Schematic diagrams presenting the model of early TEC development supported by the findings presented herein. (A) Notch signalling has an essential role in the differentiation of early fetal TECs: its loss of function results in mTEC hypoplasia, while its gain of function leads to TEPC maturation arrest. Notch activity precedes crosstalk-dependent further expansion and maturation of mTECs. (B) The Notch pathway in the context of a broader regulatory network. In early TEC differentiation, Notch influences and may be influenced by FOXN1, whereas it is suppressed by HDAC3 in postnatal mTECs.

## DISCUSSION

We have used conditional loss- and gain-of-function approaches together with pharmacological inhibition to investigate the role of Notch signaling in TEC. Our data show, based on TEC-specific RBP-Jκ deletion, γ-secretase inhibition in FTOC and enforced dnMAML expression in the developing endoderm from E9.5, that Notch activity is essential for mTEC development. Specifically, they establish that Notch signaling is required for the emergence of the mTEC sub-lineage from the putative bipotent TEC progenitor, strongly suggesting that Notch regulates mTEC specification. Additionally, they demonstrate that Notch signaling, although essential, is permissive rather than instructive for mTEC development, and indicate a further role for Notch in regulating exit from the early bipotent TEPC state into mTEC and cTEC differentiation. These findings, summarized schematically in Fig. 7, raise several issues that are discussed below.

### Timing of the Notch signaling requirement

Notch signaling has been shown to regulate distinct events in the different developmental stages of a tissue (Hartman et al., 2010; Radtke et al., 2004; Shih et al., 2012). A recent study reported that Notch activity is enriched in cTECs and that repression of Notch by HDAC3 is important for expansion/maintenance of developing mTECs (Goldfarb et al., 2016). This study analyzed the same Notch overexpression line used herein, but at the later time-points of 10 days and 6 weeks postnatally (Goldfarb et al., 2016). The conclusions of this and our own studies are entirely compatible, with the data presented here establishing a requirement for Notch signaling at the earliest stages of TEC lineage divergence, and the data of Goldfarb indicating that downregulation of Notch signaling is required for later stages of mTEC differentiation (Goldfarb et al., 2016). It is also possible that Notch has secondary roles in TECs subsequent to its initial role in mTEC specification.

### Thymic crosstalk

The NF-κB pathway plays a vital role in mTEC development and consequently in the establishment of central tolerance (Akiyama et al., 2005; Burkly et al., 1995; Kajiura et al., 2004). Recent studies using transcriptomic and functional assays have increased clarity on how the NF-κB ligands through which thymic crosstalk occurs regulate mTEC maturation (Akiyama et al., 2016; Bichele et al., 2016; Desanti et al., 2012; Mouri et al., 2011). In particular, Akiyama and colleagues identified two separable UEA1^+^ mTEC progenitor stages, pro-pMECs and pMECs, based on the expression of RANK, MHCII and CD24 (Akiyama et al., 2016). The transition from the more primitive pro-pMECs to pMECs depends on RELB, whereas further maturation from pMECs is TRAF6 dependent. Crucially, both pro-pMECs and pMECs respond to induction by RANKL in T cell-depleted FTOC (Akiyama et al., 2016). Our exploratory experiments suggested that Notch inhibition attenuated RANKL stimulation in E15.5 FTOC (data not shown), which we initially interpreted to indicate potential synergy between Notch and NF-κB. However, analysis of E15.5 *Rbpj* cKO versus wild-type FTOC indicated that NF-κB activation of already specified mTEC progenitors was unaffected by lack of Notch signaling responsiveness: although the block in mTEC development was more severe in the *Rbpj* cKO FTOC, the few mTECs that were present could be stimulated by RANK, indicating the presence of pMECs and/or pro-pMECs. The attenuation of RANKL stimulation upon DAPT treatment of E15.5 wild-type FTOC thus suggests that mTEC specification is still ongoing at E15.5. However, we also observed that mTEC clusters in *Rbpj* cKO thymi tended to be smaller than those in controls, and therefore the possibility that, in addition to regulating mTEC specification, Notch also regulates the initial expansion of mTEC progenitors cannot be ruled out. Indeed, our data reveal EGFR signaling as a major target of Notch during early TEC development.

In contrast, our data show that, although E10.5 3PP explants can generate UEA1^+^ mTECs and CD205^+^ cTEC/progenitors in culture, these UEA1^+^ mTECs do not respond to RANKL. It is thus likely that the UEA1^+^ cells in these explants represent an even more primitive mTEC progenitor state than pro-pMECs. Of note, some DAPT-treated E10.5 3PP explants produced no UEA1^+^ mTECs, and thus mTEC specification can be completely suppressed in the absence of Notch signaling. Taken together, these results suggest that, although Notch and NF-κB are both required for mTEC development, the two pathways act sequentially but independently.

### Notch regulation of mTEC progenitor emergence

The loss of mTECs in Notch loss-of-function models could be explained by three hypotheses: (1) Notch might regulate the decision of bipotent TEPCs to become mTECs (In this model, in the absence of Notch signaling, bipotent progenitors would fail to commit to mTEC fate and over time become cTECs instead.); (2) alternatively, high levels of Notch signaling might dictate that TEPCs remain bipotent, with cells that experience lower Notch committing to the cTEC lineage (Unlike the ‘specification hypothesis’, in this scenario mTECs would fail to emerge in the absence of Notch signaling because the bipotent TEPCs undergo premature differentiation into cTECs, exhausting the pool that retains the potential for mTEC generation.); and (3) finally, Notch might be required for the proliferation of specialized mTEC progenitors (In this case we would expect the perturbation to affect only mTECs and not cTECs or bipotent progenitors.).

We conclude from the gain-of-function data that enhanced Notch activity neither switches all TECs to become mTECs, nor affects only mTECs. Instead, Notch activity is necessary but not sufficient for mTEC fate in the developmental timeframe investigated. Despite the caveats with established markers, the considerable shift towards a PLET1^+^MHCII^−^ (Fig. 5A,C) K5^+^ K8^+^ (Fig. 5B) phenotype suggests a more immature, TEPC-like state as the primary phenotype resulting from high Notch activity. Indeed, the transcriptome of E14.5 NICD TECs occupies a state that is separate from both E12.5 TEPCs and age-matched controls, while sharing certain features with both clusters. As development progresses from E14.5 to E16.5, many TECs do upregulate the mTEC markers UEA1 and K14, indicating that high Notch activity is compatible with acquisition of mTEC fate. Importantly, the NICD^+^ UEA1^+^ mTECs at E16.5 display comparable maturation status with controls, whereas CD205^+^ cTEC/common TEPCs continue to exhibit a primitive phenotype (Fig. 5). These data suggest that once mTECs are specified, further development is independent of Notch signaling.

The gain-of-function results also support our hypothesis that Notch operates at the TEC progenitor level, while opposing the model that Notch activity only influences mTECs. However, it does not rule out the specification model. Although retention of an early progenitor state seems to be the primary outcome of enforced Notch signaling, the proportion of mTEC in the E16.5 gain-of-function thymi is higher than controls. Several factors may be in play in this second phase. The duration of signaling has been shown to result in the temporal adaptation of sensitivity in several pathways (reviewed by Kutejova et al., 2009). Moreover, instead of a simple ON/OFF response, the Notch response may be graded, as in the case of inner ear (Petrovic et al., 2014) and pancreas development (Shih et al., 2012). mTEC specification may require higher levels of Notch, which could, for example, be achieved by positive feedback above the level of that imposed by the enforced NICD expression in the NICD hemizygous mice used in these experiments. Variables independent from Notch may also play a part. A potential candidate is FOXN1, which drives TEPCs out of the primitive undifferentiated state and into differentiation (Nowell et al., 2011); indeed our data indicate interplay between FOXN1 expression levels and Notch activity (as depicted in Fig. 7). In addition to the direct cross-regulation suggested from our analysis, FOXN1-mediated repression of Notch activity could be reinforced via its direct targets DLL4 and FBXW7; the former may mediate cis-inhibition of NOTCH receptors, while the latter has been shown to enhance the degradation of NICD (Carrieri and Dale, 2016; del Álamo et al., 2011). We note that the thymic phenotype of the Notch gain-of-function mutant reported here resembles those of *Foxn1^R/−^* (Nowell et al., 2011) and *Foxn1^Cre^;iTbx1* (Reeh et al., 2014) mutant mice, in which exit from the earliest TEPC compartment is also severely perturbed owing to the inability to express normal levels of FOXN1.

One of the long-term goals of the field is to create fully functional thymus organoids from TECs derived from pluripotent stem cells or by direct conversion from unrelated cell types (reviewed by Bredenkamp et al., 2015). Understanding the duration of TEPC bipotency, lineage plasticity and Notch activity would improve protocols and inform strategies in this regard. Our data predict that, by manipulating the levels of Notch signaling TEPCs experience, it may be possible to produce more homogenous populations of TEC subsets, including TEPC. However, the complexities indicated from studies on Notch in other organs, together with the potential for differential effects on TEC at different stages of lineage progression, suggest that further advances in this direction will require caution and precision.

## MATERIALS AND METHODS

### Mice

CBAxC57BL/6 F1 mice were used for isolation of fetal TEC. For timed matings, C57BL/6 females were housed with CBA males, and noon of the day of the vaginal plug was taken as E0.5. Representative data shown were obtained from littermates or, when not possible, embryos sharing the same plug date. *Foxn1^Cre^* (Gordon et al., 2007), *Rbpj* conditional knockout (Han et al., 2002), *Rosa26-stop-NICD* (Murtaugh et al., 2003), *CBF1-Venus* (Nowotschin et al., 2013), *Ascl1^−/−^* (Guillemot et al., 1993), *Rosa26^CreERt2/CAG-Foxn1-IRES-GFP^* (iFoxn1) (Bredenkamp et al., 2014), and *Foxa2^T2iCre^;Rosa26^loxp-STOP-loxp-dnMAML-IRES-eGFP^* and *Foxa2^T2iCre^;Gt(ROSA)26So^rtm1(EYFP)Cos^* (Horn et al., 2012; Maillard et al., 2004) mice were as described. All animals were housed and bred at the CRM animal facilities, except for the *Ascl1^−/−^* strain, which was housed and bred at the NIMR (Mill Hill, London), the *Rosa26NICD* strain (Murtaugh et al., 2003), which was housed and bred at EPFL (Lausanne, Switzerland), and the *Foxa2^T2iCre^;Rosa26^loxp-STOP-loxp-dnMAML-IRES-eGFP^* (Horn et al., 2012; Maillard et al., 2004) and *Gt(ROSA)26Sor^tm1(EYFP)Cos^* (R26LSL-YFP) (Srinivas et al., 2001) strains, which were housed and bred at DanStem (University of Copenhagen, Denmark). *Foxn1^Cre^* (Gordon et al., 2007) were also housed and bred at EPFL. All experimental procedures were conducted in compliance with the UK Home Office Animals (Scientific Procedures) Act 1986. Primers used for genotyping are provided in Table S4.

### Thymus dissociation

Postnatal thymi were dissociated in 1.25 mg/ml collagenase D (Roche) and subsequently in 1.25 mg/ml collagenase/dispase (Roche) diluted in RPMI medium (Life Technologies). DNaseI (Lorne; 0.05 mg/ml) was added to the buffer to minimize cell adhesion. Fetal thymi were dissociated for 20 min using a PBS-based buffer consisting of 1.25 mg/ml collagenase D, 1.4 mg/ml hyaluronidase (Sigma) and 0.05 mg/ml DNaseI. After digestion, cells were spun down and digested in 1× trypsin for 2 min. Cell suspension was then filtered through 70 μm cell strainer (Corning) to remove clumps.

### Flow cytometry

Adult thymi and RFTOC were processed for flow cytometric sorting and analysis as previously described (Bredenkamp et al., 2014; Nowell et al., 2011). For analysis and sorting, adult thymic tissue was depleted of T cells using anti-CD45 MACS beads (Miltenyi Biotec); fetal tissue was not T-cell depleted. Cell counts were carried out using a BioRad cell counter and slides, where required. Sorting and analysis were performed using a BD FACS Aria II and a BD LSR Fortessa, respectively, at the CRM (University of Edinburgh). For *Rosa26NICD* TECs, sorting was performed on a BD FACS Aria II at the University of Lausanne (Epalinges). Sorting protocols were identical for all cell-isolation experiments. All flow cytometry data were analyzed using FlowJo Version 9.7.6 (Tree Star).

### Immunohistochemistry

Immunohistochemistry was performed as described previously (Gordon et al., 2004). Appropriate isotype and negative controls were included in all experiments. For detection of immunofluorescence, slides were examined with Leica SP2, SPE and SP8 confocal microscopes. Images presented are of single optical sections. Fiji software (Schindelin et al., 2012) was used to quantify the surface area of positive staining and the thymic section. Volume percentage of K14^+^ or UEA1^+^ regions in an embryo was defined as total area of positive staining divided by total area of thymic section.

For the quantification of AIRE^+^ TECs shown in Fig. 4, we used an automated counting method to remove bias from the analysis. In brief, we set an automatic threshold for the AIRE images using the Rényi's entropy setting in Fiji, such that pixels that were brighter than the average (i.e. background) were scored as positive. This was used to create a black and white image from the input AIRE staining that was then merged with the K14 co-stains. The criterion used to identify an AIRE^+^ TEC was a cluster of white pixels (representing AIRE) surrounded by a K14^+^ circle (representing K14^+^ cytoplasm).

### Antibodies

The antibodies used for immunohistochemistry and flow cytometry were as listed in Tables S1 and S2.

### Fetal thymus organ culture

E15.5 FTOCs were maintained on a Millipore membrane raft floating on DMEM supplemented with 10% FCS and L-glutamine. E10.5 third pharyngeal pouches were submerged and allowed to settle on thin matrigel (Corning), then cultured in N2B27 (DMEM) medium, 20 ng/ml BMP4 (Peprotech), 20 ng/ml FGF8 (Peprotech), penicillin/streptomycin and 1 μg/ml heparin. Where DAPT (Tocris) or deoxyguanosine (dGUO; Sigma) were used, the equivalent amount of DMSO was added to the control medium. RANKL (Peprotech) was used at 500 ng/ml.

### Quantitative real-time PCR

RT-qPCR was performed as previously described (Bredenkamp et al., 2014) on 50-200 cells per sample. Data are shown after normalization to the geometric mean of three control genes (*Hprt*, *Ywhaz* and *Hmbs*). Data analysis was carried out using LightCycler 1.5 software and the ΔCt method (Livak and Schmittgen, 2001). Primers used for RT-qPCR are as shown in Table S3.

### RNA-seq

100 cells were sorted directly into Smartseq2 lysis buffer (Picelli et al., 2013) at the CRM (University of Edinburgh) (*Rbpj* cKO and littermate control samples) or at the University of Lausanne (Epalinges) (*Rosa26NICD* samples). Sorted samples were immediately frozen on dry ice and were then shipped to the WIMM (University of Oxford) for library preparation. The libraries were then prepared and sequenced at the Wellcome Trust Centre for Human Genetics, University of Oxford. Quality control (QC) of the raw reads by FastQC (Andrews, 2010) indicated small amount of adaptor contamination and few low-quality reads; therefore, the raw data were trimmed with Trimmomatic (Bolger et al., 2014) using default parameters for PE reads and the cropping option specific to the Nextera PE adapters. Only paired reads that passed QC were aligned with STAR against the mouse genome assembly (GRCm28 – Ensembl 87) and the aligned reads were assigned to genes with featureCounts (Liao et al., 2014). The resulting count tables were imported to R for further normalization and analysis. Batch effect correction was applied for the within group lane effects; however, some batch effects could not be corrected. This applied to the potential for a laboratory effect between the E14.5 NICD and all other samples, as the E14.5 NICD sample was collected at EPFL Lausanne. However, the same thymus dissociation and cell-sorting protocols, and the same make and model of cell sorter were used, and the subsequent sample processing was performed at the University of Oxford using the same protocol as for all the other samples. To control for this, the expression levels of housekeeping genes were determined for all samples and were not biased in any particular groups (Fig. S11B).

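Among genes used as controls in the RT-qPCR, expression in E14.5 PLET1+ controls and NICD libraries was 413 ± 150 CPM (SD, n = 3) and 472 ± 107 CPM (SD, n = 5) for *Hprt*, and 701 ± 30.1 CPM (SD, n = 3) and 545 ± 39.7 CPM (SD, n = 5) for *Ywhaz*. The log2 fold changes were 0.20 and −0.37, with adjusted p-values of 0.882 and 0.576 from edgeR, and 0.27 and −0.40 with paired replicate blocks. Scaling all libraries to 3 housekeeping genes in place of TMM raised the median log2 fold change of all genes between NICD and E14.5 controls from 0.035 to 0.382, and the number of genes called from 131 to 413, with the share that were higher in NICD rising from 38.9% to 78.7%.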

Differential expression analysis was performed using the LIMMA package and voom (Ritchie et al., 2015) from Bioconductor (Gentleman et al., 2004), and a threshold of FDR≤0.05 was set to define genes that change with significance between the different datasets. The table of all differentially expressed genes and their fold changes was used as a pre-ranked list in GSEA (Subramanian et al., 2005) against the ConsensusPathDB (Kamburov et al., 2011) to predict signaling pathways that are enriched between the wild-type and NICD samples. Pathways were defined as enriched if they had a FDR value of less than or equal to 0.25 (default significance criteria for GSEA).

### ChIP-seq

Publicly available data deposited GEO accession number GSE75219 (Žuklys et al., 2016) were reanalyzed as follows. QC of the raw reads by FastQC (Andrews, 2010) indicated a few low-quality reads; these were therefore removed trimming the raw data with Trimmomatic (Bolger et al., 2014) using default parameters for PE reads. Read mapping was performed with Bowtie2 (Langmead and Salzberg, 2012) with default parameters; MACS2 (Zhang et al., 2008) was used with a lenient *P*-value threshold of 1×10^−3^ to call peaks. The IDR pipeline (Li et al., 2011) was followed to call confident peaks among replicates (IDR≤0.05).

### Statistics

Statistical analysis was performed using the GraphPad Prism 7.02 software. Student's *t*-test (two-tailed, unpaired) was performed for pair-wise comparisons. Multiple comparison procedures were performed with one-way ANOVA test (two tailed), as appropriate for normally distributed data (normal distribution was tested using χ^2^ goodness of fit). The alpha level is taken as 0.05. Errors where shown are standard deviations (s.d.). Sample sizes of at least *n*=3 were used for all analyses, except where indicated. Where plotted, averages shown are means. For all analyses, *n* represents the number of independent biological experiments. No statistical method was used to predetermine sample size, the experiments were not randomized and the investigators were not blinded to allocation during experiments and outcome assessment. There were no limitations to repeatability of the experiments. No samples were excluded from the analysis, except for a small number of extreme outliers related to the flow cytometric analysis of fetal dnMAML thymi; these omissions are noted in the relevant figure legends. Graphs were prepared using the PlotsofData App (Postma and Goedhart, 2019) and R package ggplot (Wickham, 2016).

## Supplementary Material

Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

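RNA was measured in 23 libraries of 100 sorted cells each, in 7 groups: 3 libraries each of control and *Rbpj* cKO E12.5 PLET1+, E14.5 PLET1+ and E14.5 PLET1- cells, and 5 of E14.5 PLET1+ NICD cells. The authors trimmed the paired reads of 75 bp with Trimmomatic, aligned them with STAR to the mouse genome and assigned them to GENCODE genes with featureCounts, and the deposited count table holds the resulting read counts per gene, without normalization, for 50123 genes, of which 34811 had a count in at least 1 library. Names were found for 98.4% of the gene identifiers in the annotation, which also gave the GRCm38 coordinates. RT-qPCR, flow cytometry, imaging and ChIP-seq data were not analysed here.

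Counts were taken as deposited. Libraries were assigned to groups from their deposited labels, which also give the replicate number and the batch, and the pairing of libraries used in the block alternative comes from the replicate numbers alone. Normalization factors were computed with edgeR's TMM method, and 19140 genes passed edgeR's filterByExpr. Differences between groups were tested in one quasi-likelihood fit (edgeR glmQLFit and glmQLFTest) of all 23 libraries, with 7 group means and 2 batch terms, one within E12.5 and one within the E14.5 *Rbpj* cross, and p-values, all two-sided, were adjusted with the Benjamini-Hochberg method over the genes tested in each of the 9 comparisons (7 between 2 groups and 2 interactions). Genes with an adjusted p of at most 0.05 were called. The standard errors given with edgeR's log2 fold changes were not estimated separately. Each was back-calculated as the absolute log2 fold change divided by the square root of the F statistic, and is approximate. NICD libraries form a batch of their own, so no batch term could be fitted between them and the other libraries.

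The genes named are those that the paper names from its RNA-seq or lists in Fig. 6A and Fig. 6C, *Rbpj* and *Notch1*, the housekeeping genes *Hprt* and *Ywhaz*, and, for NICD against control and each cKO against control, the 3 genes with the smallest adjusted p in each direction among those called whose libraries do not overlap between the groups. Some genes that this rule covers are not reported here. Genes named outside this rule belong to tests set beforehand (receptor and sex genes) or are marked in the text as chosen after their values were seen. A fold against a group whose libraries are all at or under 3 counts is given as a lower bound, computed against 3 counts.

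Lists of 23 Notch genes, 24 EGFR genes and the collagen genes were tested between NICD and E14.5 PLET1+ controls, and the Notch list also between *Rbpj* cKO and control E14.5 PLET1+ TECs, with limma's camera at an inter-gene correlation of 0.01 and with adjustment over these 4 tests. The lists of ConsensusPathDB, which the authors used, were not used here. The cTEC score is the mean log2 (normalized CPM + 1) of 6 cTEC genes, compared between groups by exact permutation tests over all splits of the libraries, which allow no two-sided p under 0.0179 for 5 against 3 libraries or under 0.1 for 3 against 3. Principal components used the 500 most variable genes on the same scale, after the batch terms were removed within groups.

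Alternatives were DESeq2 and limma-voom (the authors' test) in place of edgeR, RLE factors, scaling to the geometric mean of 3 housekeeping genes, no filter, a stricter filter (at least 10 counts in at least 3 libraries and a mean of at least 50, which kept 13438 genes), no batch terms, the replicate number as a block, fits of only the groups compared, all 6 E14.5 controls in place of the 3 PLET1+ ones, and the omission of each library in turn. For lists, fry and fgsea were run as well, and for scores and components a pseudocount of 0.1, 1000 or all genes and unit variance. The alternatives were chosen before the data were examined, except for 2 covariates added afterwards (replicate 1 against replicates 2 and 3 as a batch, and the share of mitochondrial counts) and, for the gene lists, scaling to the housekeeping genes, the stricter filter and all 6 E14.5 controls, which were run on the lists after the data were seen.

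The test was tried on simulated data made from the same libraries, with 200 of the 19140 genes changed by a log2 fold change of 3. The changed genes were drawn from those above the median expression, so that recovery of genes with lower expression was not measured. Genes were drawn independently and without batch or replicate effects. The list p-values below therefore do not show how camera behaves with correlated genes. In the designs of NICD and of *Rbpj* cKO against E14.5 PLET1+ controls, in this order, edgeR recovered 64.0% and 57.5% of the changed genes with 2 and 1 false calls, limma-voom 44.5% and 31.5% with 15 and 9, and DESeq2 73.5% and 65.5% with 161 and 158. A simulated list of changed genes had a camera p-value of 1.7e-82 and a list of unchanged genes one of 0.3.

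Software was R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, fgsea 1.28.0 and Python 3.11.15, and random draws used a seed of 1.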

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

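The tests named below were chosen after the result they concern was seen, apart from those for sex and housekeeping genes, which were set beforehand (that for housekeeping genes is given only for the genes reported, a limit set after the values were seen).

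Within the 5 NICD libraries, 39 measures were checked for a library far from the others (a gap to the nearest library of more than 0.71 of the whole range), and 5 had one, where chance gives 2, or about 1 in 20. These were *Cldn3* in NICD replicate 4 (0.779 of the range), *Krt8* in replicate 1 (0.733), *Ispd* in replicate 1 (1.00), *Lmo3* in replicate 5 (1.00) and the share of mitochondrial counts in replicate 2 (0.870). For *Ispd* and *Lmo3* the difference is that between 0 and 1 count, which is counting error. *Cldn3* was not detected in replicate 4. No technical explanation was tested for these single libraries, and the design gives no biological one.

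Of the 131 genes called between NICD and E14.5 PLET1+ control TECs, 129 are neither named in the paper nor in the Notch list. The 3 higher genes with the smallest adjusted p were *Rps3a3* (log2 fold change 7.04, adjusted p = 3.09e-07 from edgeR, 1.56e-101 to 0.00056 over 20 alternatives), *Rps13-ps1* (7.90, adjusted p = 1.43e-06 from edgeR, 2.57e-92 to 0.00158) and *Gm26825* (6.66, adjusted p = 1.6e-06 from edgeR, 1.57e-78 to 0.00114), each higher in 5 of 5 NICD libraries than in all 3 controls. The 3 lower genes were *Lmo3* (at least 795-fold lower, 0 to 1 counts in NICD and 706 to 1594 in controls, adjusted p = 4.15e-07 from edgeR, 1.34e-30 to 0.0149), *mt-Nd3* (log2 fold change −8.39, adjusted p = 1.43e-06 from edgeR, 2.5e-45 to 0.00538) and *Ispd* (at least 211-fold lower, 0 to 1 counts in NICD and 129 to 559 in controls, adjusted p = 0.000256 from edgeR, 2.76e-16 to 0.135), each lower in 5 of 5 NICD libraries. In 38 of the 131 the fold is against a group at or under 3 counts. Of 8 splits of the 8 libraries that part as many same-numbered pairs, the real split alone gave this many genes called, the others 0 to 3, while the other splits of the 56 part fewer such pairs and were not compared. Because every NICD library was sorted in another laboratory and sequenced in another batch, none of these differences can be told apart from a laboratory or batch effect. An effect of different numbers of male and female embryos in the groups was neither shown nor excluded. Of 5 sex genes, 0 were called in the 9 comparisons (0 also had an unadjusted p under 0.05), but their standard errors were large (2.13 for *Xist* and 2.67 for *Ddx3y* between NICD and controls). *Xist* and the Y-linked genes, which a difference in sex would move in opposite directions, were all lower in NICD, which goes against it, while *Ddx3y* was above 1 CPM in 3 of 5 NICD and 1 of 3 control libraries. A laboratory effect on scaling stays open, because 1 of the 2 housekeeping genes reported was lower in NICD.

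Processed pseudogenes made up 25 of the 51 genes higher in NICD, against 7.31% of the genes tested, and 1 of the 80 lower ones. If reads shared between pseudogenes and their parent genes were handled differently in the NICD libraries, pseudogenes that were not called would be higher as well, and the 1374 such genes were (camera p-value of 0.00114, median log2 fold change 0.21, with 783 of them above the median of all genes, and 778, 791, 769 and 974 with RLE factors, housekeeping scaling, DESeq2 and limma-voom). The share of counts on processed pseudogenes was 0.343% to 0.382% in NICD and 0.185% to 0.304% in all other libraries. Genomic DNA in the NICD libraries was not borne out by the share of counts on 1404 olfactory receptor genes, 0.00178% in NICD and 0.00223% in controls on average (exact permutation p = 0.536, two-sided). Embryonic age was not borne out either, since 1 processed pseudogene was called between E14.5 and E12.5 controls, and it was lower at E14.5. Differently handled shared reads are therefore a candidate explanation for these genes, and the pattern cannot be told apart from it.

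For *mt-Nd3*, less mitochondrial RNA in the NICD libraries was not borne out, because the median log2 fold change of the other 12 mitochondrial protein-coding genes was 0.29, with 5 of them lower and 0 called. No NICD library had more than 14 counts on *mt-Nd3* and no other library fewer than 239. The neighbouring *mt-Tg*, looked at after the result was seen, had no counts in NICD (adjusted p = 0.017 from edgeR). A strain variant against the reference could give such a gap for *mt-Nd3*, *Lmo3* and *Ispd*, but read counts do not hold the sequence, so that this was not tested.

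Between E12.5 *Rbpj* cKO and control TEPCs, 5 genes were called, all higher in the cKO, and 4 of the 5 had libraries without overlap, which follows from their selection by small p-values (over all genes tested 5.98%, where chance gives 10%). *Xaf1* had a log2 fold change of 6.31 (adjusted p = 0.0227 from edgeR, 1.48e-11 to 1 over 17 alternatives, under 0.05 in 12) and *Zcchc4* one of 4.31 (adjusted p = 0.0482 from edgeR, 1.13e-09 to 1, under 0.05 in 7). *Lgals3* was at least 16-fold higher (adjusted p = 0.0408 from edgeR, 1.26e-05 to 1, under 0.05 in 7). *Fgl2* (at least 44-fold higher, adjusted p = 0.0288 from edgeR, 1.86e-07 to 1) and *H2-Q7* (at least 22.3-fold higher, adjusted p = 0.0482 from edgeR, 1.84e-06 to 1) fall outside the rule for named genes and are named after their values were seen. *Fgl2* had no counts in 1 of the 3 cKO libraries, and the other 4 genes were higher in 3 of 3. For 3 of the 5 genes the fold is against controls at or under 3 counts. Of the 4 comparable splits of the 6 libraries, 1, the real one, gave 5 genes called and the others 0 to 3, but by the number of genes with an unadjusted p under 0.05 all 4 gave as many. Limma-voom called 0 genes, with 612 at an unadjusted p under 0.05. No technical explanation beyond sex and the splits was tested, and 4 splits are too few to exclude chance.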

How the results depend on the processing

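For the 9 comparisons, the 4 list tests, the 3 cTEC score differences and the PCA position, 302 values were computed under alternatives, and 207 kept their direction and their side of the threshold, or stayed within the spread set for them. Of the others, 13 were weaker, 6 stronger, 2 reversed and 74 moved. For the 59 tests of single named genes, 984 of 1119 values kept direction and side, 68 were weaker, 46 stronger and 21 reversed. Unless a reason is given, the cause was not tested. Scaling to the housekeeping genes, the stricter filter, all 6 E14.5 controls and the 2 added covariates were not planned for the gene lists and were run on them after the data were seen. The covariates, replicate 1 against replicates 2 and 3 as a batch and the mitochondrial share, were chosen after seeing the data for every result.

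The number of DE genes between NICD and E14.5 PLET1+ controls was 131, and it was 1215 with DESeq2, 998 with limma-voom, 806 with all 6 E14.5 controls, 677 with no filter, 510 with replicate 1 as a batch, 413 with scaling to the housekeeping genes, 74 with the replicate block, 46 with the mitochondrial share, 17 with only the groups compared and from 34 to 171 across the 8 fits that each left out one replicate. The number of genes is therefore not fixed by these data. Of the 131, DESeq2 called 131, RLE factors 130, replicate 1 as a batch 130, all 6 controls 129, limma-voom 127, the stricter filter 125, the housekeeping scaling 114, no batch terms 110, no filter 101, the replicate block 38, the mitochondrial share 37, only the groups compared 16 and the fits that left out one replicate 34 to 101, each in the same direction.

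For NICD against E12.5 controls the number of DE genes was 538, and it was 2262 with DESeq2, 1500 with limma-voom, 1129 with no filter, 845 with replicate 1 as a batch, 241 with only the groups compared and 352 to 562 with one replicate left out. Between the control ages it was 185, and it was 1281 with DESeq2, 519 with no filter, 448 with limma-voom, 416 with replicate 1 as a batch, 91 with the mitochondrial share, 15 with only the groups compared and 101 to 147 with one replicate left out. Between the *Rbpj* cKO ages it was 150, and it was 1083 with DESeq2, 393 with no filter, 325 with replicate 1 as a batch, 95 with no batch terms, 82 with the mitochondrial share, 79 with scaling to the housekeeping genes, 35 with only the groups compared and 67 to 131 with one replicate left out.

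No DE genes were called between *Rbpj* cKO and control at E14.5 (395 in PLET1+ and 447 in PLET1- TECs had an unadjusted p under 0.05), except with DESeq2 (100 and 160) and no filter (10 and 15). On data simulated in the PLET1+ design, DESeq2 made 158 false calls. At E12.5 the number was 5, and it was 318 with DESeq2, 52 with no filter, 3 with the mitochondrial share, 0 with scaling to the housekeeping genes, limma-voom, no batch terms or only the groups compared (limma-voom gave 612 genes with an unadjusted p under 0.05) and 0 to 9 with one replicate left out. For the interaction of *Rbpj* loss with age it was 0, with 193 for DESeq2, 24 with no filter and 0 to 3 with one replicate left out, and for the interaction with PLET1 it was 0, with 107 for DESeq2 and 6 with no filter (603 and 502 genes had an unadjusted p under 0.05).

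Where same-numbered libraries did not correlate, the replicate block was not a pairing the data bear out: the correlation of their deviations was 0.01 for E12.5 *Rbpj* cKO and control, 0 for NICD and E12.5 controls and −0.02 for the control ages. The block gave 8 DE genes at E12.5, 540 for NICD against E12.5 controls and 134 between the control ages.

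The median log2 fold change of all genes differed between settings, and for limma-voom, which replaces the test, the cause was not tested. Between NICD and E14.5 controls it was 0.035 with TMM, 0.382 with the housekeeping genes and −0.527 with limma-voom, and the share of called genes that were higher in NICD was 38.9%, 78.7% and 21.6%. For NICD against E12.5 controls the share was 71.3% with the housekeeping genes and 38.3% with limma-voom, with medians of 0.397 and −0.176. Between the *Rbpj* cKO ages the housekeeping median was 0.387 and the share 93.7%, at E12.5 the median was −0.364, in PLET1- TECs 0.146, and for the interactions 0.337 with age and −0.197 with PLET1. Directions of genes with changes smaller than these medians differ between the settings.

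For the Notch list between NICD and E14.5 controls, the p-value of 0.154 was 0.0486 with the mitochondrial share, 0.0389 with only the groups compared, 0.0379 with all 6 E14.5 controls and 0.0318 with limma-voom, and fgsea reversed its direction (0.695). With one replicate left out it lay between 0.124 and 0.351. For the Notch list in *Rbpj* cKO TECs, fgsea gave 0.082 and the other 17 alternatives stayed under 0.05. For the EGFR list, the p-value of 0.0441 was 0.0733 with no filter, 0.0979 with the stricter filter, 0.0947 with replicate 1 as a batch, 0.0994 with only the groups compared, 0.0534 with limma-voom, 0.113 with fry, 0.603 with ligands and receptors only, 0.879 in the reverse direction with fgsea and 0.0256 to 0.0939 with one replicate left out. For the Collagen list it was 0.0488 to 0.438 with one replicate left out.

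The cTEC list score between NICD and E12.5 controls differed by 0.465 when scaled to the housekeeping genes (exact permutation p = 0.0179, two-sided, the smallest possible). The 2 other cTEC list differences kept their direction. The PCA position of NICD, −0.070, was 0.095 with 1000 genes, −0.021 with unit variance, 0.002 without batch correction and 0.001 with a pseudocount of 0.1. It was −0.216 when scaled to the housekeeping genes, −0.428 without the 6 PLET1- libraries and 0.047 to 0.131 with one NICD replicate left out. With all tested genes it was 1.221, but the ages overlapped on PC1 there, so that this value gives no position relative to them.

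Among single genes between NICD and E14.5 controls, scaling to the housekeeping genes reversed *Ly75* (0.12), *Epcam* (0.30), *Pax9* (0.16) and *Fgfr2* (0.13), all with changes smaller than the shift of the median. The mitochondrial share reversed *Cldn4* (1.18), *Cyr61* (1.06) and *Hprt* (−0.60) and took *Epcam* to 0.00. All 6 E14.5 controls reversed *Epcam* (0.14), and limma-voom *Cldn3* (−0.27). With one replicate left out, *Epcam* was −0.21 to 0.02 and *Cyr61* −0.87 to 0.03. Against E12.5 controls, *Foxn1* was −0.17 with the replicate block and −0.01 to 0.54 with one replicate left out. In E14.5 PLET1+ *Rbpj* cKO TECs, *Plet1* was −0.41 with replicate 1 as a batch, −0.43 with the mitochondrial share, −0.09 with the replicate block and −0.27 to 0.41 with one replicate left out. At E12.5 *Plet1* was −0.52 to 0.12 with one replicate left out.

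On data simulated in the design of E14.5 PLET1+ *Rbpj* cKO against control, edgeR recovered 57.5% of 200 genes changed by a log2 fold change of 3. Smaller changes, and changes of genes under the median expression, were not simulated. Whether depth or the number of libraries sets this limit was not tested.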

Differences from the paper's values

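The paper states that several Notch family genes were significantly higher in NICD than in control TECs. Here *Hes1* was called, with a log2 fold change of 2.04, while *Heyl* (2.24), *Hey2* (2.17) and *Notch1* (1.39) were not. *Heyl* was called with limma-voom, the test the authors name, and *Hey2* and *Notch1* in no setting. In the other direction, *Hes6* (−3.26), named after its values were seen, was called, and *Dll4* (−2.72) was called with no filter, all 6 E14.5 controls, DESeq2, limma-voom and, in a setting chosen after seeing the values, replicate 1 as a batch.

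The paper names the Notch pathway among those most affected by NICD, and the EGFR pathway and several collagen genes as significantly higher. Here none of these lists passed an adjusted p of 0.05 in NICD after adjustment over the 4 list tests. The adjusted p from camera was 0.169 for the Notch list, 0.0882 for the EGFR list and 0.169 for the Collagen list. These values would pass the more lenient FDR threshold that the paper set for pathways, though that FDR came from another method and other gene sets. Before adjustment, the Notch list had a p-value of 0.154 and fell under 0.05 with only the groups compared (0.0389), limma-voom (0.0318), all 6 E14.5 controls (0.0379) and the mitochondrial share (0.0486), the latter 2 chosen for the lists after seeing the values. The EGFR list had a p-value of 0.0441 before adjustment, and it was also under 0.05 with RLE factors, no batch terms, the replicate block, NICD replicate 2, 3 or 5 left out and, in settings chosen for the lists after seeing the values, housekeeping scaling, the mitochondrial share and all 6 E14.5 controls (0.013). The Collagen list, which holds all 39 collagen genes tested and not only those the paper refers to, had a p-value of 0.169 and passed only when NICD replicate 3 was left out (0.0488). Among single collagen genes, named after their values were seen, *Col4a1* (1.54, adjusted p = 0.0248 from edgeR) was called as higher and *Col9a1* (−7.83) as lower. The pathway sets behind Fig. 6A were not used here. The Notch list joins receptors, ligands, co-factors and targets, so that its shift does not measure the activity of the pathway. *Egfr* (1.38), also named after its values were seen, was called over all genes with DESeq2 alone.

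The paper places the NICD libraries between the E14.5 and E12.5 libraries on PC1. Here their position was −0.070 on a scale from 0 at the E14.5 mean to 1 at the E12.5 mean, within the E14.5 libraries. It was between the means with 1000 genes (0.095), with no batch correction (0.002), with a pseudocount of 0.1 (0.001) and when any one NICD library was left out (0.047 to 0.131), each time within the range of the E14.5 libraries. With all tested genes the position was 1.221, but PC1 then did not part the ages. E14.5 libraries reached 0.898 and E12.5 libraries went down to 0.608, so that 1.221 gives no position relative to the ages.

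The paper describes *Krt5* and *Epcam* as strongly higher in NICD. Here *Krt5* (1.86) was called over the genes of its group in Fig. 6C and, over all genes, with no filter, all 6 E14.5 controls, DESeq2 and limma-voom. *Epcam* (−0.08) was called in no setting and was higher with scaling to the housekeeping genes (0.30) and all 6 E14.5 controls (0.14), and when control replicate 3 was left out (0.02). The paper also groups both with genes falling strongly from E12.5 to E14.5. Here *Krt5* rose between those ages in controls, by 2.55, and 5 of the 7 genes of the group rose.

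The paper describes *Tnfrsf11a* as significantly higher in NICD. Here its log2 fold change was 1.13, called in no setting. It describes the gene as much lower in E14.5 *Rbpj* cKO TECs. Here the log2 fold change was −1.99 in PLET1+ TECs, called in no setting.

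The paper describes *Foxn1* as lower in NICD. Here its log2 fold change was −1.83, called with no filter, all 6 E14.5 controls, DESeq2 and, chosen after seeing the values, replicate 1 as a batch. Of the cTEC genes, *Psmb11* (−1.40) was called with no filter, all 6 E14.5 controls, DESeq2, limma-voom and the added replicate 1 batch (chosen after seeing the values), *Prss16* (−0.81) with all 6 E14.5 controls and that added batch, *Ctsl* (−0.65) with all 6 E14.5 controls, and *Krt8* (−0.59) and *Ly75* (−0.22) in no setting.

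The paper describes *Pax9*, *Kitl* and *Fgfr2* as markedly lower in NICD than in other E14.5 samples. Here the log2 fold changes against E14.5 PLET1+ controls were −0.21, −0.32 and −0.26, called in no setting. Against E12.5 controls *Pax9* (−1.04) was called with DESeq2 and limma-voom, *Kitl* (−1.03) with the stricter filter, the replicate block, DESeq2, limma-voom, 2 of the 8 fits that left out a replicate and the added replicate 1 batch (chosen after seeing the values), and *Fgfr2* (−0.75) with RLE factors, the stricter filter, DESeq2, limma-voom and both added covariates (chosen after seeing the values).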

Other observations

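The tests in this part, and the genes named for them, were chosen after the result they concern was seen, apart from those for mesenchymal RNA and for transgene reads, which were set beforehand. Comparisons of other splits were also set beforehand.

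Of 39 collagen genes, 19 were higher in NICD, and 14 with limma-voom and 24 with housekeeping scaling. Collagen genes higher in NICD could come from RNA from mesenchymal cells in the sorted NICD libraries. A list of mesenchymal marker genes had a camera p-value of 0.0547 between NICD and controls, with 6 of 8 genes higher (5 with limma-voom), so that this explanation stays open and a change of the collagen genes cannot be told apart from it. For *Notch1*, reads of the NICD transgene counted on *Notch1* cannot be excluded: the other receptor genes *Notch2*, *Notch3* and *Notch4* were higher as well (3 of 3), which neither shows nor excludes such reads.

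Heat-shock genes were higher in NICD, 11 of 11 on a list written after some had been seen among the genes called (camera p-value of 3.65e-24, 4 called over all genes, and 11 of 11 higher also with RLE factors, housekeeping scaling, DESeq2 and limma-voom). *Hspa1a* had 340 to 693 CPM in the NICD libraries and at most 83.9 CPM in all others, and *Hspa1b* 206 to 888 CPM and at most 33.5 CPM. If stress during dissociation and sorting had raised them, immediate early genes would be higher too, and 9 of 10 were lower, 8 with housekeeping scaling (camera p-value of 0.000239, downwards). This speaks only against stress that raises both sets of genes. Handling that raises heat-shock genes alone is not excluded, and a laboratory effect is not separable from the genotype. A heat-shock response in the NICD libraries may add to the shift of the EGFR list through *Hsp90aa1*. *Cdc37*, also on the list, was lower in NICD (log2 fold change −1.09, unadjusted p = 0.066 from edgeR) and goes against this. Without both genes the p-value of the EGFR list was 0.101 over 19 genes. The shift cannot be told apart from that response.

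The E14.5 replicate 1 libraries of the *Rbpj* cross lay apart from replicates 2 and 3, although the labelled batches join replicates 1 and 2. This was first seen in correlations between libraries and then measured as a difference across genes. The share of ribosomal RNA was lowest in replicate 1 in 4 of 4 groups (0.0245% to 0.189%, against 0.836% to 1.32% in replicates 2 and 3), and 0.205% to 0.643% in NICD. No p-value is given, because same-numbered libraries of these groups vary together (correlations of 0.55 to 0.63), so that the groups are not independent, and replicate 1 was singled out after it was seen to differ. A library batch other than the labelled batches is therefore a candidate explanation. The difference had a Spearman correlation of −0.16 with GC content and −0.19 with gene length across 4638 genes (genes are not independent replicates), too small to decide. Replicate 1 had the youngest profile in 2 of 3 groups, so that younger embryos in replicate 1 were neither shown nor excluded.

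On genes that change with age, NICD libraries lay between E12.5 and E14.5 libraries but close to the latter. The genes were first taken from both genotypes pooled, where those that fall with age were higher in NICD (camera p-value of 2.34e-26) and those that rise were lower (9.3e-06). Since this shares control libraries with the comparison, genes were then taken from the *Rbpj* cKO libraries alone. Of 44 genes that fall with age 37 were higher in NICD (camera p-value of 2.01e-13), and of 106 that rise 59 were lower (0.0342). With RLE factors, housekeeping scaling, DESeq2 and limma-voom, the genes that fall stayed higher (36 to 39 of 44). Of the 106 that rise, 61, 45, 61 and 66 were lower, in the same order, and 62, 63, 61 and 44 were below the median of all genes (62 in the main fit). The low count with housekeeping scaling goes with a scaling that moves all genes alike, and the low count below the median is limited to limma-voom, for which no cause was tested. The age score was −0.81 to −0.54 in NICD, −0.08 to 0.68 in E14.5 PLET1+ controls and −4.71 to −3.88 in E12.5 controls (exact permutation p = 0.0179 between NICD and E14.5 controls, two-sided, the smallest possible). Delayed development is a candidate explanation. The difference that parts E14.5 replicate 1 from replicates 2 and 3 is another, because on that axis NICD lay at 1.16 (0.73 to 1.43), with control replicates 2 and 3 at 0 and control replicate 1 at 1. The pattern cannot be told apart from it, nor from a laboratory effect.

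In E12.5 *Rbpj* cKO libraries, genes that rise with age in controls were higher than in E12.5 controls. The genes rising most were taken in 3 sizes, and all were looked at: 50 (camera p-value of 2.91e-08), 200 (2.63e-06) and 668 (0.00199). Genes that fall with age did not move (0.579). Of the 200, 111 were higher in the cKO and 73 lower, but with housekeeping scaling 82 were higher and 98 lower, while 126 stood above the median of all genes, which that scaling moved. The mean of the list did not separate the libraries (exact permutation p = 0.3, two-sided). Among 4 splits, 1, the real one, had a p-value as small, the others having 0.0308 to 0.797. The age score, with genes taken from the cKO libraries, went the other way, at −5.05 to −4.18 in E12.5 cKO and −4.71 to −3.88 in E12.5 controls, though that choice of genes used the same cKO libraries. Earlier maturation after Rbpj loss may explain the shift of the list, but it was defined with the same control libraries and 4 splits cannot exclude chance, so that the shift cannot be told apart from either.

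EGFR ligands and receptors were lower in E14.5 PLET1+ *Rbpj* cKO TECs in 7 of 8 genes (camera p-value of 0.00199). If loss of Rbpj were the cause, PLET1- and E12.5 libraries might show the same, and there 5 of 8 were lower in each (p-values of 0.159 and 0.575), which leaves it open. As many, 7 of 8, were lower with RLE factors, housekeeping scaling, DESeq2 and limma-voom. Whether the effects differ between these groups was not tested for the list.

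Parathyroid genes were higher in E12.5 libraries than in NICD (camera p-value of 4.05e-06) and in E14.5 controls (0.000403), with *Pth* at 624 to 8670 CPM at E12.5 and 0 to 10.1 CPM in NICD. RNA from parathyroid cells is a candidate source, but across the 6 E12.5 libraries the Spearman correlation of *Pth* was 0.03 with *Gcm2* and 0.09 with *Chga*, too few libraries to decide.

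E14.5 PLET1+ *Rbpj* cKO replicate 1 had 2 counts on *Rbpj* and 0 on *Notch1*. By its summed haematopoietic marker expression, 16.1 CPM, the library ranked 14 of 23, with up to 52.9 CPM in others, so that it did not stand out by RNA from haematopoietic cells. Such RNA, from cells that keep *Rbpj*, would add counts and not remove them, and this test therefore does not bear on why they are missing. By low depth or few genes detected it ranked 9 and 1 of the 17 E14.5 libraries, lowest first, so that an effect of few genes detected is not excluded. Control replicate 1 goes against it, since with 16546 genes detected, against 16229, and 28284253 reads, against 43473762, it had 561 counts on *Rbpj*. The missing counts cannot be told apart from such an effect by these ranks alone.

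Other splits of the same libraries were compared with the real one only where they part as many same-numbered pairs, and the remaining splits part fewer. As many genes were called in 4 of 4 splits for *Rbpj* cKO against control in E14.5 PLET1+ and in 4 of 4 in PLET1- TECs, where the real count is 0 (395 and 447 genes had an unadjusted p under 0.05, the most of any split). They were called in 1 of 8 splits, the real one, for NICD against E14.5 controls and for NICD against E12.5 controls (0 to 9 genes in the other splits), and in 1 of 4 for each comparison of ages (0 genes in the others) and for E12.5 *Rbpj* cKO. For both interactions, 32 of 32 splits count as large only because the real count is 0, and no fits were needed. A p-value as small was found in 2 of 8 splits for the Notch list in NICD (0.0729 to 0.844 in the others), 1 of 4 for the Notch list in *Rbpj* cKO (0.000819 to 0.109), 1 of 8 for the EGFR list (0.0777 to 0.99) and 4 of 8 for the Collagen list (0.00255 to 0.808). With 4 or 8 splits, no share under 0.05 is possible.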
